# Different mutant RUNX1 oncoproteins program alternate haematopoietic differentiation trajectories

**DOI:** 10.26508/lsa.202000864

**Published:** 2021-01-04

**Authors:** Sophie G Kellaway, Peter Keane, Benjamin Edginton-White, Kakkad Regha, Ella Kennett, Constanze Bonifer

## Abstract

Mutations of the haematopoietic master regulator RUNX1 are associated with acute myeloid leukaemia, familial platelet disorder and other haematological malignancies whose phenotypes and prognoses depend upon the class of the RUNX1 mutation. The biochemical behaviour of these oncoproteins and their ability to cause unique diseases has been well studied, but the genomic basis of their differential action is unknown. To address this question we compared integrated phenotypic, transcriptomic, and genomic data from cells expressing four types of RUNX1 oncoproteins in an inducible fashion during blood development from embryonic stem cells. We show that each class of mutant RUNX1 deregulates endogenous RUNX1 function by a different mechanism, leading to specific alterations in developmentally controlled transcription factor binding and chromatin programming. The result is distinct perturbations in the trajectories of gene regulatory network changes underlying blood cell development which are consistent with the nature of the final disease phenotype. The development of novel treatments for RUNX1-driven diseases will therefore require individual consideration.

## Abstract (precis)

Using integrated genome-wide and phenotypic methods this study investigates four different mutant RUNX1 oncoproteins and reveals how they differentially contribute to aberrant haematopoiesis.

## Introduction

RUNX1 is a transcription factor which is absolutely essential for haematopoietic development both in vivo and in vitro (Okuda et al, 1996; Lacaud et al, 2002). In humans, different classes of RUNX1 mutations lead to distinct disease phenotypes and clinical outcomes (Bellissimo & Speck, 2017). Mutations involving RUNX1 are one of the most common recurrent drivers of acute myeloid leukaemia (AML) found in around 14% of cases (Papaemmanuil et al, 2016), but also cause other haematological conditions. This includes familial platelet disorder (FPD), acute lymphoblastic leukaemia (Schlegelberger & Heller, 2017), and an association with chronic myelogenous leukaemia (Lugthart et al, 2010). Established leukaemic cells carrying different types of RUNX1 mutations display specific transcriptional and chromatin profiles (Assi et al, 2019). However, in patients, RUNX1 mutations are associated with additional genetic alterations that disrupt differentiation and alter cellular growth (Gaidzik et al, 2016). Therefore, the molecular mechanisms how the sole expression of different types of RUNX1 oncoproteins drive the development of specific disease phenotypes is unclear.

RUNX1 mutations can occur within the DNA-binding domain (DBD), the transactivation domain (TAD), or are a result of translocations resulting in the generation of fusion proteins. RUNX1 functions by directly binding DNA together with its obligate partner CBFβ via the DBD, in large complexes mediated by the TAD (Wotton et al, 1994; Petrovick et al, 1998; Koh et al, 2013). After haematopoietic stem cells have formed, its continued expression during differentiation is not essential but helps pattern and maintain cells in the correct lineage balance (Chen et al, 2009; Cai et al, 2011; Tober et al, 2013), in concert with other transcription factors such as the GATA, C/EBP, and ETS families (Burda et al, 2010; Beck et al, 2013; Goode et al, 2016). Mutations in the DBD are typically point mutations which abrogate binding of RUNX1 to DNA but leave the rest of the protein intact; these are found as germ line mutations in FPD but are also found in AML (Song et al, 1999). Premature stop codons or frameshift mutations typically remove the TAD but may or may not affect the DBD. The latter are typically found in AML with poor prognosis (Mendler et al, 2012; Gaidzik et al, 2016; Döhner et al, 2017) but can also be associated with FPD (Song et al, 1999). Recurrent translocations include t(8; 21), t(3; 21), and t(12; 21), which result in the fusion of part of the RUNX1 protein to all or part of another protein—ETO, EVI1, and ETV6 in the examples given—and are found in AML, chronic myelogenous leukaemia, and acute lymphoblastic leukaemia (Miyoshi et al, 1993; Mitani et al, 1994; Golub et al, 1995; Romana et al, 1995).

The biochemical properties of mutant RUNX1 proteins are well characterised. The functional activities of the different RUNX1 mutations have been studied in detail (Matheny et al, 2007; Ernst et al, 2020; Yokota et al, 2020). DBD-mutated proteins, as expected, cannot bind DNA; they have limited nuclear localisation but maintain CBFβ interaction (Michaud et al, 2002; Matheny et al, 2007). TAD mutants can bind DNA with varying efficiency and maintain CBFβ interactions but show very limited nuclear localisation (Michaud et al, 2002; Matheny et al, 2007). Fusion proteins maintaining the RUNX1 DBD are still able to bind DNA, but further interactions are translocation specific, for example, RUNX1-ETO interacts with repressive complexes (Amann et al, 2001). When deleted in haematopoietic stem cells of mice, RUNX1 deficiency causes an increase in immature myeloid cell formation, thrombocytopenia, and lymphocytopenia (Sun & Downing, 2004; Putz et al, 2006). Expression of RUNX1 DBD mutated proteins in mice induces more complex phenotypes, including myelodysplasia and a reduction in colony-forming progenitor cells in the aorta/gonad/mesonephros (Cammenga et al, 2007; Matheny et al, 2007; Watanabe-Okochi et al, 2008). TAD mutant proteins on the other hand, show dosage-dependent phenotypes in mice, with severe disruption to the formation of blood across multiple lineages (Matheny et al, 2007; Watanabe-Okochi et al, 2008). Germ line expression of fusion proteins such as RUNX1-ETO and RUNX1-EVI1 in mice also leads to large scale disruption of blood formation (Okuda et al, 1998; Maki et al, 2005).

It is unclear precisely how the different RUNX1 mutant proteins drive the development of a specific type of disease. Initial hypotheses that these mutations lead to haploinsufficiency of RUNX1 or mediate dominant negative effects do not fully explain disease phenotypes (Cai et al, 2000; Cammenga et al, 2007; Matheny et al, 2007). To address this issue, we carried out a parallel comparative study on two RUNX1 mutants representing DBD and TAD mutations together with two RUNX1 oncofusion proteins (RUNX1-ETO and RUNX1-EVI1) and investigated how they affect transcriptional control and alter RUNX1 driven gene regulatory networks in haematopoietic progenitors. We show that each RUNX1 mutant protein interferes with the RUNX1-driven gene regulatory network in its own way, setting up distinct chromatin landscapes and leading to divergent outcomes of progenitor development.

## Results

### Mutant RUNX1 proteins disrupt haematopoietic differentiation

To understand the individual action of mutant RUNX1 proteins, we utilised a well-characterised embryonic stem cell (ESC) differentiation system, which recapitulates the different steps of haematopoietic specification of blood cells from haemogenic endothelium (HE) and allows inducible expression of oncoproteins (Lancrin et al, 2010; Iacovino et al, 2011; Regha et al, 2015; Goode et al, 2016). We induced each mutant with doxycycline (dox) in otherwise healthy blood progenitor cells (progenitors) at the onset of the RUNX1 transcriptional program (Fig 1A) during the endothelial–haematopoietic transition (EHT) (Lancrin et al, 2010). The RUNX1 mutations studied were R201Q, also reported as R174Q dependent on the RUNX1 isoform, which is a DBD mutant, R204X (also reported as R177X) which is truncated leaving only the DBD. Both mutations have been extensively investigated and the phenotypes they generate were previously studied in transgenic mice (Matheny et al, 2007). To compare these mutants with their fusion protein counterparts, we also studied RUNX1-ETO and RUNX1-EVI1 (Fig 1A). Induction conditions of each mutant RUNX1 protein were adjusted to ensure that expression levels were near physiological, with cDNA and/or protein expression of the mutant proteins approximately that of the endogenous RUNX1. R204X cDNA was expressed at higher levels than the other cDNAs with the same dox concentration under the same promoter, but this was not reflected by the protein levels (Fig S1A, Regha et al, 2015; Kellaway et al, 2020). As differentiation in this system is not entirely synchronous, the timing of induction was adjusted in a cell line specific manner such that it occurred in approximately the same target cell populations (∼30% HE, ∼40% progenitors) ensuring that results were comparable between cell lines (Fig S1B).

**Figure 1.**
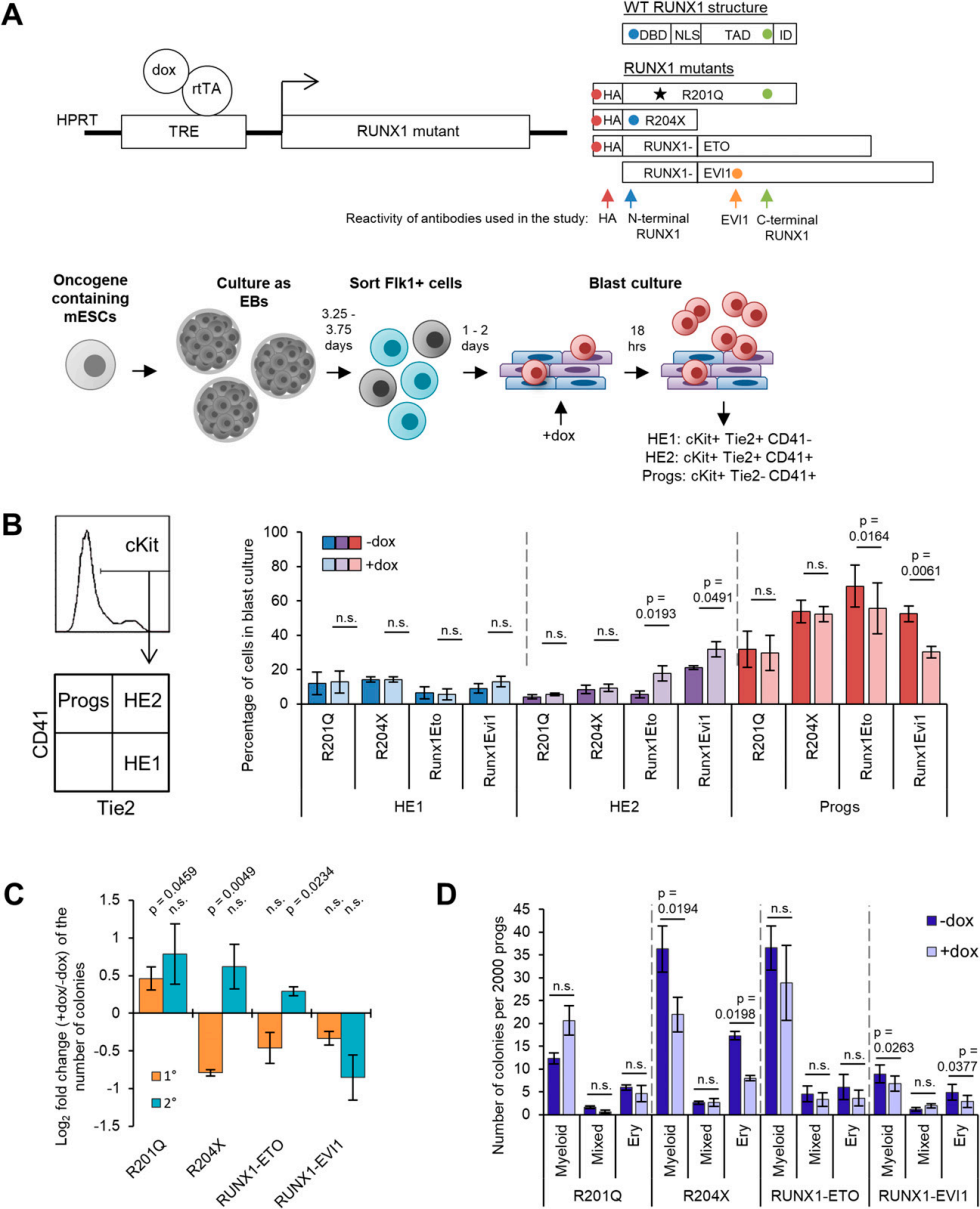
Induction of RUNX1 mutants during blood differentiation perturbs progenitor identity. **(A)** Schematic showing the RUNX1-inducible constructs used, the bindng specificity of the antibodies used in the study, the embryonic stem cell differentiation system, and the stage of induction of the transgenes. **(B)** Flow cytometry was used to assess the proportion of cells in the blast culture which were HE1, HE2, or progenitors as indicated in the schematic on the left. Bars show the mean percentage of cells in each population. N = 3 for R201Q, n = 4 for R204X, and RUNX1-ETO and n = 5 for RUNX1-EVI1. **(C)** Progenitors were placed into colony forming assays in the without doxycycline. The bars show log_2_-fold change of induced (+dox) by noninduced (−dox) for primary colonies in orange, and secondary colonies in blue. R201Q primary colony forming n = 5, n = 3 for all others. **(C, D)** The absolute number of colonies of each lineage subtype from the primary colony forming assays in (C) is shown. Data information: (B, C, D) error bars show standard error of the mean. *P*-values were calculated using paired *t* tests between–and +dox pairs, n.s. indicates *P* > 0.05.

**Figure S1.**
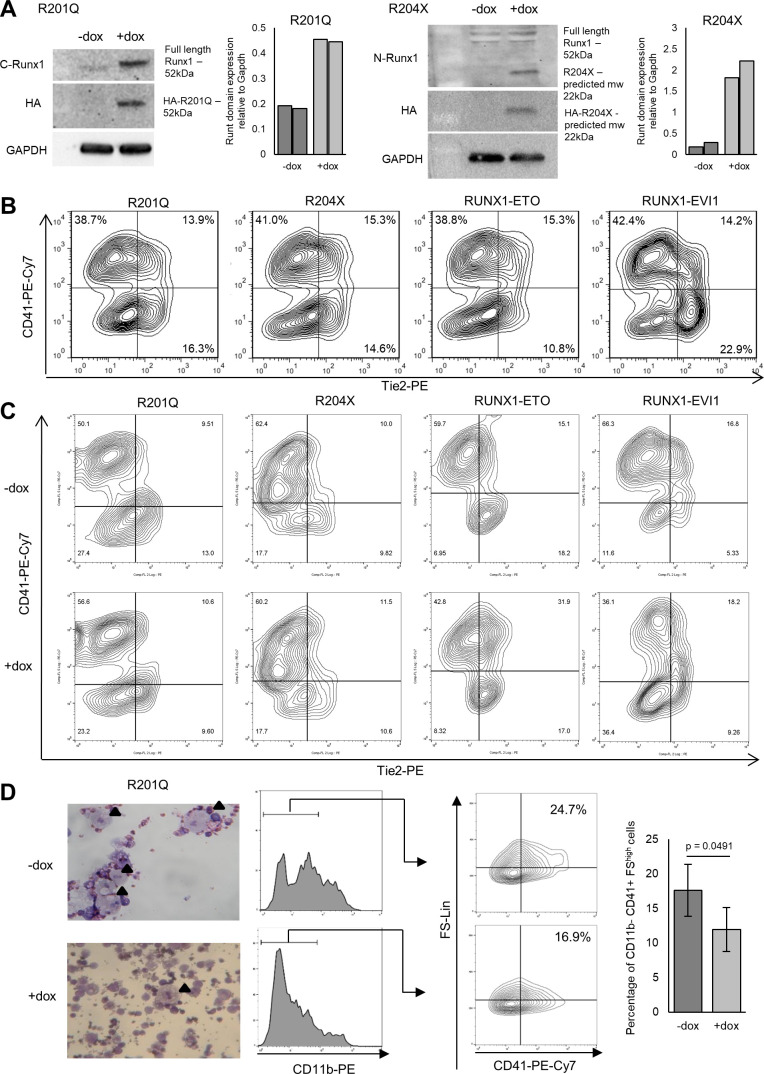
Induction of RUNX1 mutants during blood differentiation perturbs progenitor identity. **(A)** Mutant RUNX1 induction is not seen in the absence of dox shown by Western blot using an antibody against the HA-tag, dox concentration required for induction was such that expression was near physiological as shown by Western blot with RUNX1 antibodies (left panel for each cell line), and qRT-PCR against the Runt domain which recognises both endogenous and induced RUNX1 (right panel for each cell line). Note that the antibody used was raised against the C terminus of the human RUNX1 and shows weak cross-reaction with the endogenous mouse protein which differs in four amino acids, which explains the weaker signal in the −dox sample. The N-terminal epitope is identical between human and mouse. The additional band present with the N-terminal RUNX1 antibody represents nonspecific binding or post-translational modification. **(B)** Differentiation timings were adjusted such that induction of each mutant RUNX1 occurred at the same point of blast culture, in the same cell populations to minimise clonal variation, this was assessed using flow cytometry for Tie2-PE and CD41-PE-Cy7, pre-gated on cKit-APC, representative plots are shown from three biological replicates. **(C)** Representative flow cytometry plots from at least three biological replicates, pre-gated on cKit-APC are shown for the composition of the blast culture 18 h after dox induction of the mutant RUNX1. **(D)** Example images of Wright–Giemsa–stained mixed lineage colonies from −/+ R201Q, arrows indicate megakaryocytes. Flow cytometry was performed on cells derived from CFU assays −/+ R201Q for CD11b-PE and CD41-PE-Cy7; macrophages were excluded by gating for CD11b negative cells, and megakaryocytes are then found in the CD41-PE-Cy7, forward scatter high population, the mean percentage of these is shown in the bar graph, n = 3, *P*-value was calculated using a paired *t* test.

We first assessed the impact of mutant RUNX1 protein expression on haematopoietic development. We have previously shown that RUNX1-ETO and RUNX1-EVI1 expression impedes the EHT for which RUNX1 is required (Regha et al, 2015; Kellaway et al, 2020), causing a reduced proportion of progenitors and an increased proportion of late HE (HE2) cells, indicating that fusion proteins were impeded the activity of endogenous RUNX1. In contrast, no effect on the EHT was observed with either R201Q or R204X (Figs 1B and S1C). We next investigated how each RUNX1 mutation affected terminal differentiation and self-renewal ability of haematopoietic progenitors. In serial replating assays, we found that the RUNX1 mutants behaved in a mutation-specific fashion (Fig 1C and D). R201Q induction caused an increase in clonogenicity in both primary and secondary colony forming assays. In addition, fewer megakaryocytes formed in the primary colony forming assays (Fig S1D). Expression of R204X and RUNX1-ETO which both cause AML led to an initial reduction in clonogenicity across all lineages, but an increase upon replating, indicative of a differentiation block and enhanced self-renewal. RUNX1-EVI1 expression caused a reduction in both primary and secondary colony forming capacity, again across all lineages, presumably due to the lineage decision promiscuity and cell cycle defects we have previously observed for this protein (Kellaway et al, 2020).

In summary, the four RUNX1 oncoproteins disrupt terminal differentiation in colony forming assays, reflecting the different diseases which they cause, but only the two translocations affected the RUNX1 dependent EHT.

### Endogenous RUNX1 binding changes in response to the presence of oncogenic RUNX1

To investigate the molecular basis of the observed phenotypic differences, we performed RNA-seq, ATAC-seq, and ChIP-seq experiments in c-Kit+ progenitors (Fig S2A) following induction of each of the mutant forms of RUNX1 and integrated the data. 

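RNA-seq of these progenitors was analysed here for 3 of the lines, R201Q, R204X and RUNX1-ETO, with 2 biological replicates for each line and dox condition; the RUNX1-EVI1 RNA-seq counts were not analysed here. The lines were differentiated from mouse embryonic stem cells carrying the dox-inducible RUNX1 mutant, with 3.75 days of embryoid body culture for R201Q and R204X and 3.5 days for RUNX1-ETO. After 2 days of blast culture, dox was added to the +dox cells for 18 h at 0.1 to 0.5 µg/ml, and progenitors were sorted. The libraries were made from total RNA, kept the strand and were sequenced paired-end. RNA was isolated with a column kit or TRIzol, and the paper's text does not name which library had which, nor which libraries shared a sequencing pool. The authors trimmed the reads, aligned them to mm10 and counted read pairs on RefSeq genes in the reverse-stranded direction, and the deposited values are these raw counts, without normalization or a filter on genes. In R201Q progenitors the total was 15764070 and 29419631 counts in the −dox replicates and 16974225 and 14627256 in the +dox replicates. R204X progenitors had 17441800 and 14303096 counts −dox and 37528151 and 10983962 +dox. RUNX1-ETO progenitors had 13054899 and 11450448 counts −dox and 16854334 and 17433671 +dox. In these 12 libraries, 3 counts, taken as the smallest number that shows a gene, corresponded to 0.0799 to 0.273 CPM (the count scaled to the library's total), a floor that covers counting error only. The 13859 genes with at least 50 counts in at least 1 library were tested, which is the filter stated in the paper. Counts were normalized by edgeR's TMM method, and +dox was compared with −dox within each line by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a fit of the line's 8 libraries that also holds its HE2 libraries. A gene was called with a fold change of at least 2 and an adjusted p under 0.05, which are the paper's thresholds. Standard errors beside edgeR values were derived from the fold change and the test's F statistic, and are approximate. The paper names limma-voom as its test and its text does not name a term for the replicate, so replicate number was left out of the fit and each fit was then repeated with replicate number as a block.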

We found that changes in chromatin accessibility and gene expression were associated with mutant-specific changes in the endogenous RUNX1-binding patterns (Fig 2). R201Q triggered only minor changes in chromatin accessibility and gene expression after induction but caused a surprisingly large scale reduction in endogenous RUNX1 binding (Figs 2A and S2B) which was reproducibly found in multiple ChIP experiments. This reduction was not caused by direct competition of the R201Q protein with endogenous RUNX1 for chromatin binding, as we were unable to detect binding of the R201Q protein by ChIP, using an antibody against the HA tag (Fig S2C). In contrast, induction of the R204X protein caused little disruption to endogenous RUNX1 binding, but greater changes to chromatin accessibility. 

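In R201Q progenitors, 0 of 13859 genes were called up-regulated and 0 down-regulated by +dox, while 88 genes had an unadjusted p under 0.05. With the replicate block, the numbers called were again 0 and 0, and 329 genes had an unadjusted p under 0.05. The deviations of same-numbered −dox and +dox replicates from their group means correlated across genes with r = 0.645. Fold changes of the 2 same-numbered pairs of libraries correlated across genes with r = 0.0647. In both pairs, 16 genes were at least 2-fold up and 29 at least 2-fold down, and 49 genes were at least 2-fold changed in opposite directions. Genes are not independent replicates, so no p is given for these correlations. Without the filter on low counts, 1 gene was called up (Gm16486) and 7 down. Limma-voom with a replicate block fitted to only the 4 libraries compared, chosen after seeing the data, called 3 genes up (4930578C19Rik, Gm16486 and ND3, named after their values were seen) and 6 down.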

The R204X protein again was not found to directly bind chromatin. We cannot exclude the possibility that R201Q and R204X can bind chromatin in a transient fashion, but the signal was below the detection limits of the ChIP experiments. Sites with altered chromatin accessibility after induction of RUNX1-ETO and RUNX1-EVI1 were also seen, with lost sites associated with the loss of endogenous RUNX1, and gained sites associated with gain of RUNX1 binding, with RUNX1-ETO and RUNX1-EVI1 displacing some of the endogenous RUNX1 (Regha et al, 2015; Kellaway et al, 2020). Furthermore, after induction of RUNX1-EVI1, we found an increase in total binding of RUNX1 (Fig S2B). Genome browser screenshots displaying the changes in RUNX1 binding are shown in Figs 2B and S2D; these also highlight that residual RUNX1 binding is preserved at some sites after induction of R201Q but not all.

**Figure S2.**
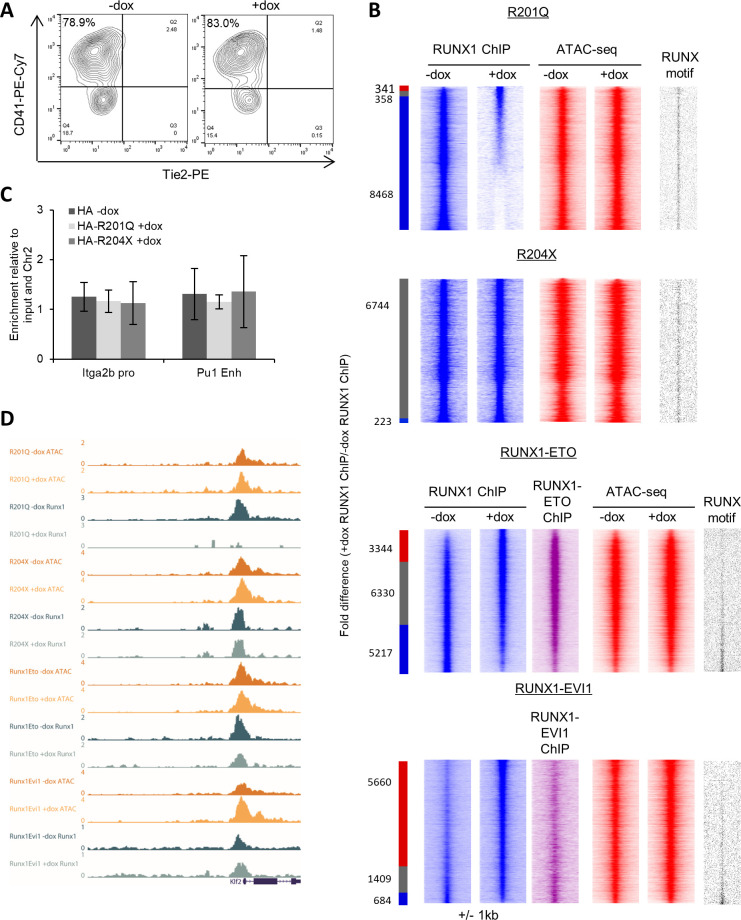
Mutant RUNX1 induction leads to specific changes to endogenous RUNX1 binding and chromatin accessibility. **(A)** Representative flow cytometry plots of the cKit-sorted progenitors used for ChIP experiments, shown here for R204X, pre-gated on cKit-APC. **(B)** Endogenous RUNX1 ChIP-seq data in progenitors at both distal sites and promoters was ranked by fold change of the +dox/−dox tag count and represented as density plots. Chromatin accessibility and density of the RUNX1 motif are plotted alongside based upon the RUNX1 ranking. All density plots are centred around ±1 kb of the RUNX1 ChIP peak summits. The red bar indicates +dox-specific sites, grey shared, and blue −dox-specific sites where specific sites are at least twofold different. The numbers of sites are indicated. **(C)** ChIP-qPCR was performed using an antibody against the HA-tag following induction of R201Q and R204X, and in the absence of induction. The bars show the mean of three ChIP experiments, where enrichment of two RUNX1-positive control regions are compared with a negative control region, and to the input control. The error bars indicate standard error of the mean. **(D)** UCSC Genome browser screenshot of counts-per-million-normalised ATAC-seq and ChIP-seq tracks for the different experiments at the Klf2 promoter.

**Figure 2.**
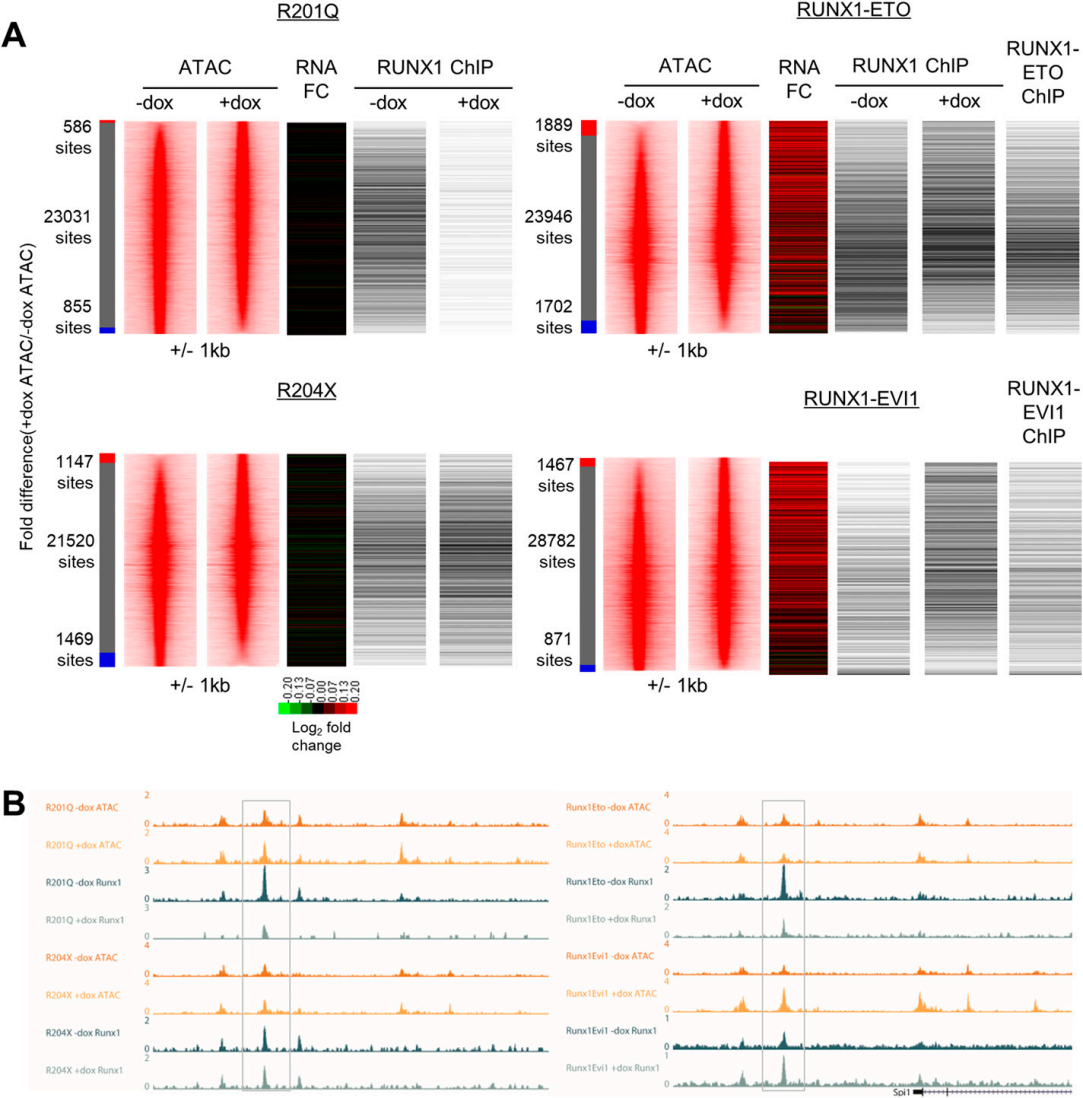
Mutant RUNX1 induction leads to specific changes in endogenous RUNX1 binding and chromatin accessibility. **(A)** Chromatin accessibility in cKit+CD41+Tie2–sorted progenitors at distal sites as determined by ATAC-seq was ranked by fold change of the +dox/−dox tag count and represented as density plots (±1 kb from the summit). The gene expression fold change as determined by RNA-seq (+dox/−dox) was plotted alongside based on nearest gene assigned. The binary presence or absence of a RUNX1, RUNX1-ETO, or RUNX1-EVI1 ChIP peak was also plotted based on intersection with the open chromatin. The red bar indicates +dox-specific sites, grey shared and blue −dox-specific sites where the normalised tag-count of specific sites was at least twofold different. **(B)** University of California Santa Cruz (UCSC) Genome browser screenshot of counts-per-million-normalised ATAC-seq and ChIP-seq tracks at the *Spi1* locus. The box highlights the *Spi1* enhancer which demonstrates changes in RUNX1 binding and chromatin accessibility.

### RUNX1 binding in the presence of mutant proteins is influenced by altered CBFβ interactions

Next we questioned whether the changes to endogenous RUNX1 binding were due to the mutant proteins interfering with the interaction of endogenous RUNX1 with CBFβ using in situ proximity ligation assays (PLAs). By using antibodies specific to either the wild-type RUNX1, HA-tagged–induced mutant proteins, or untagged RUNX1-EVI1, we assessed in single cells whether the induced RUNX1 oncoproteins were complexed with CBFβ and quantified whether the interaction between CBFβ and endogenous RUNX1 was affected by oncoprotein induction. We first examined the intracellular localisation of the mutant RUNX1 proteins. Both RUNX1-ETO and RUNX1-EVI1 were clearly localised in nuclei (Figs 3A and S3A, left panels), whereas both R201Q and R204X exhibited diffuse staining with little protein found in the nucleus, consistent with previous studies (Osato et al, 1999; Michaud et al, 2002). We then examined whether induced proteins interacted with CBFβ and where in the cell. We found a high number of interactions between RUNX1-ETO (measured using the HA antibody) and CBFβ, and RUNX1-EVI1 (measured using the EVI1 antibody) and CBFβ located within the nucleus (Figs 3A and S3A, right panels). In contrast, we observed very few interactions between R201Q (HA antibody) and CBFβ, or R204X (HA antibody) and CBFβ compared with background. Interestingly, despite minimal nuclear localised R201Q and R204X protein, we saw PLA foci in the nucleus, suggesting that some mutant RUNX1-containing complexes were capable of nuclear translocation.

**Figure 3.**
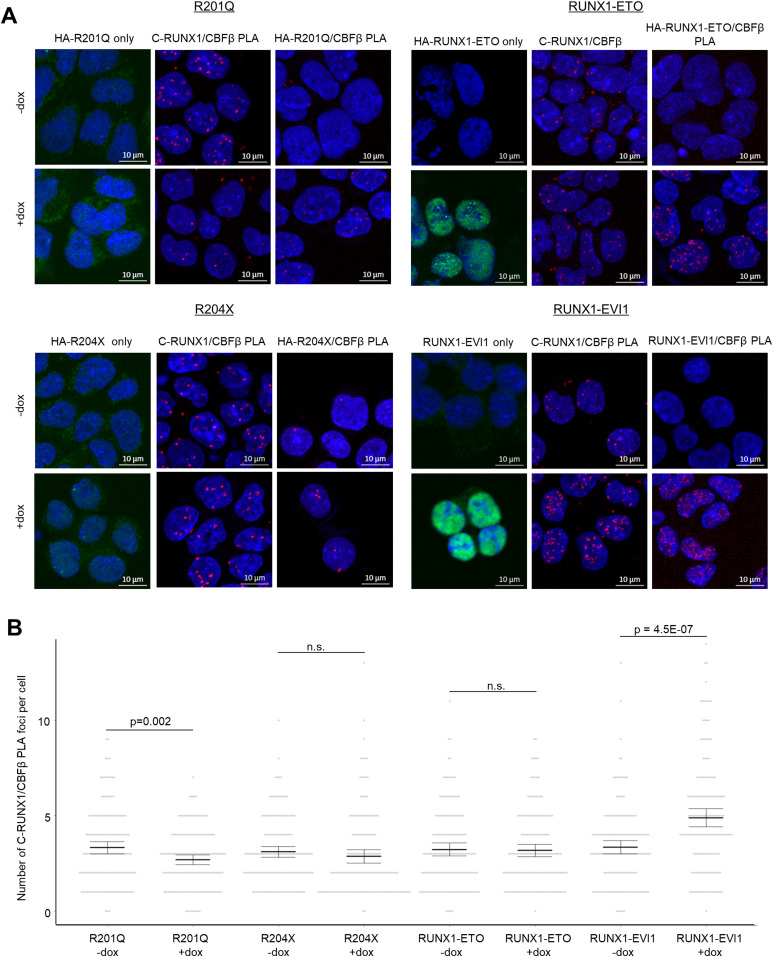
RUNX1 mutants interact with CBFβ and partially disrupt RUNX1/CBFβ interactions. **(A)** Representative images are shown of immunocytochemistry and proximity ligation assay (PLA) in progenitors with and without induction of the mutant forms of RUNX1. For each cell line, the left panel shows immunocytochemistry of the mutant protein alone (shown in green, using anti-HA or anti-EVI1 antibodies) counterstained with DAPI (blue). The centre panel shows a PLA of endogenous RUNX1 (cross reaction with R201Q possible) using C-terminal RUNX1 antibody with CBFβ (red), with DAPI (blue). The right panel shows a PLA of the mutant RUNX1 with CBFβ (red), with DAPI (blue). **(B)** The number of endogenous RUNX1/CBFβ PLA foci were counted in 150 cells across three biological replicates and are shown by the grey circles. The mean and 95% confidence intervals are indicated by the bar and error bar. *P*-values were calculated using two-sample *t* tests between–and + dox pairs, n.s. indicates a *P*-value > 0.05.

**Figure S3.**
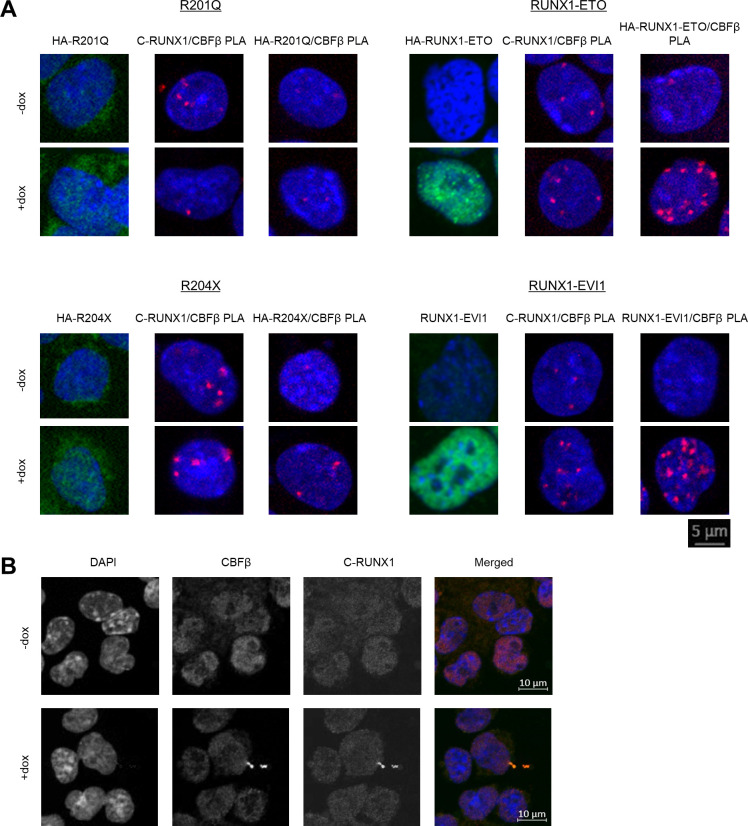
RUNX1 mutants interact with CBFβ and partially disrupt RUNX1/CBFβ interactions. **(A)** Enlarged images of the assays shown in Fig 3A. For each cell line, the left panel shows immunocytochemistry of the mutant protein alone (shown in green, using anti-HA or anti-EVI1 antibodies) counterstained with DAPI (blue). The centre panel shows a proximity ligation assay (PLA) of endogenous RUNX1 (cross reaction with R201Q possible) using C-terminal RUNX1 antibody with CBFβ (red), with DAPI (blue). The right panel shows PLA of the indicated mutant RUNX1 with CBFβ (red), with DAPI (blue). Scale bar applies to all images. **(B)** Immunocytochemistry controls for RUNX1 (C-terminal) and CBFβ antibodies used in PLA assays shown here in R204X progenitors, individual channels are shown in grayscale with the merged pseudocolour image shown on the right, where DAPI is blue, CBFβ is red, and RUNX1 is green.

We next assessed the quantity of interactions of the endogenous RUNX1 with CBFβ and compared them with the ChIP-seq results. Using antibodies against wild type RUNX1 and CBFβ alone showed the expected staining patterns which were unaffected by dox induction (Fig S3B). In the uninduced cells, the number of PLA foci was similar for all cell lines allowing us to see only the effects of the mutant proteins (Fig 3B, *P*-value = 0.723 by one-way ANOVA). RUNX1-ETO and R204X expression caused no change in the number of RUNX1/CBFβ interactions; R204X induction did not affect RUNX1 binding in chromatin, disruption of RUNX1 binding caused by induction of RUNX1-ETO was therefore predominately due to displacement of RUNX1 by RUNX1-ETO, as previously shown. RUNX1-EVI1 expression caused an increase in the number of RUNX1/CBFβ foci (Figs 3A and S3A, centre panels) which mirrored the ChIP-seq data where we saw increased RUNX1 binding (Fig 2). Most strikingly, however, given the mild phenotype, R201Q expression caused a reduction in the number of PLA foci, explaining the decrease in the amount of RUNX1 available to efficiently bind chromatin (Fig 2). The RUNX1 antibody used for this assay was unable to discriminate the endogenous RUNX1 from the induced R201Q, and therefore some of these foci may in fact be R201Q/CBFβ interactions, meaning RUNX1/CBFβ interactions were even further reduced than measured.

Taken together, these data show that binding of the endogenous RUNX1 is disrupted by the expression of mutant RUNX1 proteins, with mutation-specific changes in the frequency of interactions between endogenous RUNX1 and CBFβ. We found no evidence that CBFβ was stably sequestered by mutant RUNX1 proteins, although it is possible that CBFβ is sequestered and then degraded. Direct displacement of endogenous RUNX1 chromatin binding by the mutant RUNX1 proteins was only found in the case of the two fusion proteins. Taken together, these experiments demonstrate that the expression of mutant RUNX1 impacts on RUNX1 chromatin binding and the chromatin landscape in a mutation class-specific fashion.

### RUNX1 binding alterations lead to mutation class-specific changes in gene regulation

To understand how the disruption of the RUNX1 developmental program drives the observed phenotypes and to examine whether the mutant RUNX1 forms target similar transcriptional networks, we compared gene expression changes using RNA-Seq. 

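In addition to the progenitors, late haemogenic endothelium cells (HE2) were sequenced from the same lines, again with 2 replicates −dox and 2 +dox. R201Q HE2 had 38506915 and 18053559 counts −dox and 17321572 and 8331083 +dox. R204X HE2 had 25752223 and 6890399 counts −dox and 18811397 and 10197628 +dox. RUNX1-ETO HE2 had 10941771 and 12289425 counts −dox and 7820999 and 18909137 +dox. Across all 24 libraries the median was 16309202 counts and the highest total was 5.59 times the lowest. Changes across the EHT were tested as progenitors against HE2, separately −dox and +dox, and a difference between the −dox and +dox transitions was tested as the interaction of stage and dox in the same fit. No pair of replicates differed by as little as sampling noise alone would give, since the chi-square per degree of freedom between replicates was 18.4 to 190.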

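Between replicates, R2 of log2(CPM + 1) over the tested genes was 0.826 to 0.971 in the 12 groups, with a median of 0.935. The median over the 4 groups of each line was 0.971 in R201Q, 0.935 in R204X and 0.858 in RUNX1-ETO. The choice that moved the median most was linear CPM in place of the log2 scale, which gave 0.847, with 0.149 in RUNX1-ETO −dox progenitors, 0.516 in R201Q −dox progenitors and 0.546 to 0.622 in the other RUNX1-ETO groups. Between lines, the mean log2 CPM of the same stage and dox condition correlated with r = 0.9597 to 0.992. The lowest of these 12 values was between R204X and RUNX1-ETO +dox progenitors and the highest between R201Q and R204X +dox HE2. These are correlations across genes, which are not independent replicates.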

Overall gene expression patterns for induced and uninduced cells were highly consistent across the four cell lines (Fig S4A) and replicates correlated well (Fig S4B). As expected from the cell biological data, RUNX1-ETO and RUNX1-EVI1 de-regulated the most genes across the EHT, and similarly, fewer changes were seen following induction of R201Q and R204X (Figs 4A and S4C and Table S1). 

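Across the transition from HE2 to progenitors, genes called in only one dox condition numbered 494 in R201Q, 837 in R204X and 113 in RUNX1-ETO. Genes called in the same direction in both conditions numbered 2327, 1206 and 0. In the fits with the block, 572, 1113 and 923 genes were called in only one condition and 2704, 2296 and 1007 in both. R204X had more genes called in a single condition than RUNX1-ETO, here and in every other setting tried. The paper reports the most deregulated genes across the transition for RUNX1-ETO and RUNX1-EVI1. A gene called in only one condition is not thereby shown to differ between them. The unadjusted counts of the interaction, given next, had RUNX1-ETO above R204X. The interaction of stage and dox passed an adjusted p of 0.05 for 0 genes in each line, and for 37 genes in R201Q, 45 in R204X and 89 in RUNX1-ETO at an unadjusted p under 0.05. With the block it was again 0 genes in each line, and 94, 379 and 801 at the unadjusted p. The lowest adjusted p with the block was 0.0520, in RUNX1-ETO, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The −dox and +dox fold changes of the transition correlated across genes with r = 0.958 in R201Q, 0.932 in R204X and 0.841 in RUNX1-ETO. Without dox, the transition's fold changes correlated between lines with r = 0.938 for R201Q and R204X, 0.882 for R201Q and RUNX1-ETO and 0.847 for R204X and RUNX1-ETO.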

After induction of R201Q, the vast majority of genes continued to be regulated according to their expected trajectory, with a subset failing to be up-regulated to the extent they normally would, including *Hba-a1*, *Cd79b*, and *Mef2c*. 

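In R201Q, 1048 genes rose from HE2 to progenitors −dox, of which 859 also rose +dox and 189 were called −dox only; 68 were called +dox only. Of the 1600 genes that fell −dox, 1468 also fell +dox, 132 fell −dox only and 105 fell +dox only. Adding the block gave 206 genes up −dox only and 153 down −dox only. Hba-a1, a haemoglobin alpha gene on chromosome 11 of GRCm38 from 32283672 to 32284486, has a paralog with which its reads could be shared. It rose from 4.16 ± 0.872 to 61.5 ± 22.4 CPM −dox and from 3.46 ± 1.15 to 53.9 ± 43.9 CPM +dox (SD, n = 2). Its log2 fold change was 3.82 −dox and 3.86 +dox, and the interaction of stage and dox was 0.04 (standard error 0.89, adjusted p = 1.0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the block the interaction was −0.08 (standard error 0.47). Mef2c (chromosome 13, 83504017 to 83667079) rose by a log2 fold change of 1.25 −dox and 1.09 +dox, with an interaction of −0.16 (standard error 0.44) and of −0.21 (standard error 0.16) with the block. Its mean in progenitors was 446.8 ± 76.1 CPM −dox and 421.9 ± 124.4 CPM +dox (SD, n = 2). Cd79b (chromosome 11, 106311341 to 106314562), which had 13 to 34 counts in the HE2 libraries, rose by 2.59 −dox (standard error 0.40, adjusted p = 0.00254) and by 1.21 +dox (standard error 0.40, adjusted p = 0.0579), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the block the adjusted p of its +dox transition was 0.0120, and over all alternatives it was 0.0111 to 0.232. In HE2, Cd79b was at 0.829 ± 0.0760 CPM −dox and 1.56 ± 0.00118 CPM +dox, and in progenitors at 5.25 ± 1.46 and 3.77 ± 1.08 CPM (SD, n = 2). Its interaction of stage and dox was −1.38 (standard error 0.56, adjusted p = 1.0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with the same value and a standard error of 0.45 with the block. Between +dox and −dox progenitors, the log2 change of Hba-a1 was 0.09 and −1.02 in the 2 pairs and that of Mef2c −0.02 and −0.26. For Hba-a1 the adjusted p of this change was 1.0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0222 to 1.0 over the alternatives, the lowest with a replicate block on only the 4 libraries compared, chosen after seeing the data.

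**Figure D1:**
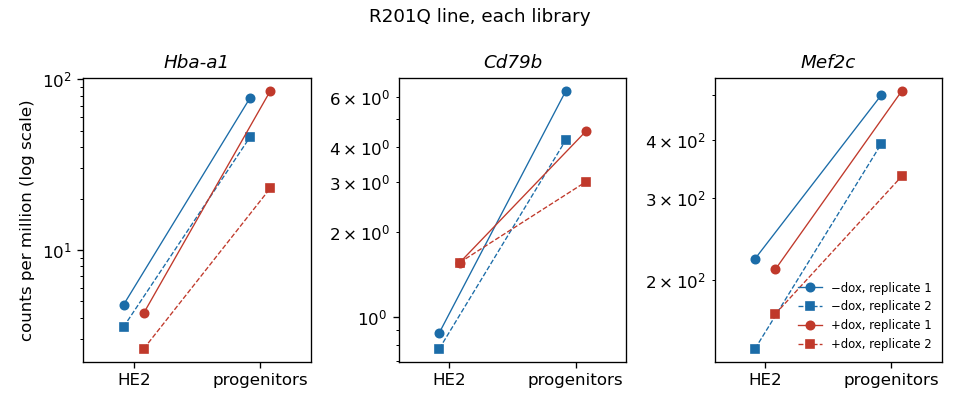
CPM of Hba-a1, Cd79b and Mef2c in each R201Q library, on a log scale, in HE2 and progenitors. Blue is −dox, red is +dox, and lines join libraries with the same replicate number; every line rises from HE2 to progenitors, and Cd79b rises by a log2 fold change of 2.59 −dox and 1.21 +dox.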

The induction of RUNX1-ETO caused the greatest number of genes to not be down-regulated sufficiently, including *Gfi1* ([Lancrin et al, 2012], Fig 4A and Table S1). 

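In RUNX1-ETO, 85 genes were called down-regulated from HE2 to progenitors −dox only and 28 up-regulated −dox only, and 0 were called +dox. In the fit with the block, 464 genes fell −dox only, 66 fell +dox only and 533 fell in both; 264 rose −dox only, 129 +dox only and 474 in both. Under the alternatives, the number that fell −dox only was 24 to 464, and exceeded the number that rose −dox only in each of them. This compares genes within the line, while the order of the lines depended on the fit. In R204X, 297 genes fell −dox only in the reported fit and 326 with the block, against 85 and 464 in RUNX1-ETO. R204X was also higher with DESeq2 (316 against 289) and limma-voom per line (249 against 24). RUNX1-ETO was higher with edgeR on all 24 libraries (319 against 300). RUNX1-EVI1 was not counted. Gfi1 (chromosome 5, 107716655 to 107725805) fell from 15.8 ± 2.82 CPM in HE2 to 4.07 ± 0.200 CPM in progenitors −dox (SD, n = 2). With dox it was at 26.7 ± 4.66 CPM in HE2 and 30.7 ± 3.95 CPM in progenitors (SD, n = 2). Its log2 fold change across the transition was −1.94 −dox (standard error 0.28, adjusted p = 0.0473 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range over alternatives 2.2e-06 to 0.0993) and 0.16 +dox (standard error 0.26). In progenitors, +dox against −dox gave a log2 fold change of 2.87 (standard error 0.28, adjusted p = 0.321 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the block it was 2.87 (standard error 0.24, adjusted p = 0.00352 from the same edgeR test), and the adjusted p was 6.9e-13 to 1.0 over the alternatives. The change was 2.97 and 2.73 in the 2 same-numbered pairs, whose deviations from the group means correlated with r = 0.850. The interaction of stage and dox was 2.10 (standard error 0.38, adjusted p = 1.0) without the block and 2.09 (standard error 0.32, adjusted p = 0.336) with it, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.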

Looking specifically at the changes at the specific cell stages, RUNX1-ETO and RUNX1-EVI1 induction both caused the greatest number of genes to be up- or down-regulated in both HE2 and progenitors, and R204X induction only caused up-regulation of genes at the HE2 stage and not in progenitors, for example, *Mecom* and *Plek* (Fig S4C).

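In the reported edgeR fit of each line's 8 libraries, without a replicate block, 0 genes were called up and 0 down in each of the 6 comparisons of +dox with −dox. The number with an unadjusted p under 0.05 was 46 in R201Q HE2, 88 in R201Q progenitors, 316 in R204X HE2, 48 in R204X progenitors, 432 in RUNX1-ETO HE2 and 408 in RUNX1-ETO progenitors. Fitted to all 24 libraries, also without a block, edgeR called 20 up and 1 down in RUNX1-ETO HE2 and 36 up and 0 down in RUNX1-ETO progenitors. With the replicate block, 119 genes were up and 44 down in RUNX1-ETO HE2, and 118 up and 39 down in RUNX1-ETO progenitors. Neither R204X stage had a call with the block in this fit of 8 libraries, with 0 up and 0 down, and 1578 genes in HE2 and 267 in progenitors had an unadjusted p under 0.05. Same-numbered −dox and +dox libraries deviated from their group means in the same way, with r across genes of 0.359 in R201Q HE2, 0.645 in R201Q progenitors, 0.586 in R204X HE2, 0.740 in R204X progenitors, 0.838 in RUNX1-ETO HE2 and 0.850 in RUNX1-ETO progenitors. On these libraries with 200 genes changed 4-fold in simulation, the fit without the block recovered 75.5% of them in R201Q, 44.3% in R204X and 0% in RUNX1-ETO. The block raised this to 93.5%, 87.4% and 85.5%, and 3.81%, 6.52% and 7.07% of its calls were false. The simulated counts were drawn from the block fit itself, with the replicate effect shared by both stages and changes in HE2 +dox only. A gain from the block was thus built in. The simulation shows what each fit recovers if replicate effects have this form, and smaller changes were not simulated. Without a test, 149 genes were at least 2-fold up and 23 at least 2-fold down in both same-numbered pairs of R204X HE2, against 22 and 30 in R204X progenitors. The same count was 275 up and 124 down in RUNX1-ETO HE2 and 348 up and 103 down in RUNX1-ETO progenitors. Across genes, the fold changes of the 2 pairs correlated with r = −0.150 in R201Q HE2, 0.0647 in R201Q progenitors, 0.259 in R204X HE2, 0.194 in R204X progenitors, 0.483 in RUNX1-ETO HE2 and 0.457 in RUNX1-ETO progenitors. Of all alternatives, limma-trend with a replicate block on only the 4 libraries compared, chosen after seeing the data, called the most genes in RUNX1-ETO HE2, with 390 up and 156 down. In R204X HE2, fits with a block on only these 4 libraries, also chosen after seeing the data, called 168 up and 15 down with limma-voom and 143 up and 15 down with edgeR, and a block for each stage 45 up and 3 down (LOC101056014, Rn7s2 and Snord22, named after their values were seen). Without the filter on low counts there were 70 up and 4 down (Gm42092, LOC101056014, Rn7s2 and Snora78, named in the same way). Plek (chromosome 11, 16971206 to 17008718) in R204X HE2 was at 117.6 ± 88.1 CPM −dox and 326.6 ± 289.4 CPM +dox (SD, n = 2). Its log2 fold change was 1.40 (standard error 0.70, adjusted p = 0.967) and with the block 1.33 (standard error 0.42, adjusted p = 0.401), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a range of the adjusted p over the alternatives of 1.6e-07 to 1.0. The change was 1.49 and 1.07 in the 2 HE2 pairs, and 0.29 in progenitors (standard error 0.69). The interaction of stage and dox passed for 0 genes in R204X without a block and with 1 block per line, so these fits did not separate the stages for Plek. Limma-voom with a block on only the 4 libraries compared, chosen after seeing the data, gave 1.30 in HE2 (standard error 0.22) and 0.29 in progenitors (standard error 0.07). That fit has no interaction test, so a difference between the stages is left open. Leaving out each HE2 library in turn gave 0.05 to 2.42 for Plek in HE2. Mecom (chromosome 3, 29951296 to 30509759) was at 158.7 ± 3.77 CPM −dox and 157.6 ± 54.7 CPM +dox in R204X HE2 (SD, n = 2), a log2 fold change of −0.07 (standard error 0.34), with −0.51 and 0.26 in the pairs. With the block it was −0.14 (standard error 0.20). In R204X progenitors Mecom changed by −0.33 (standard error 0.40).

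**Figure D2:**
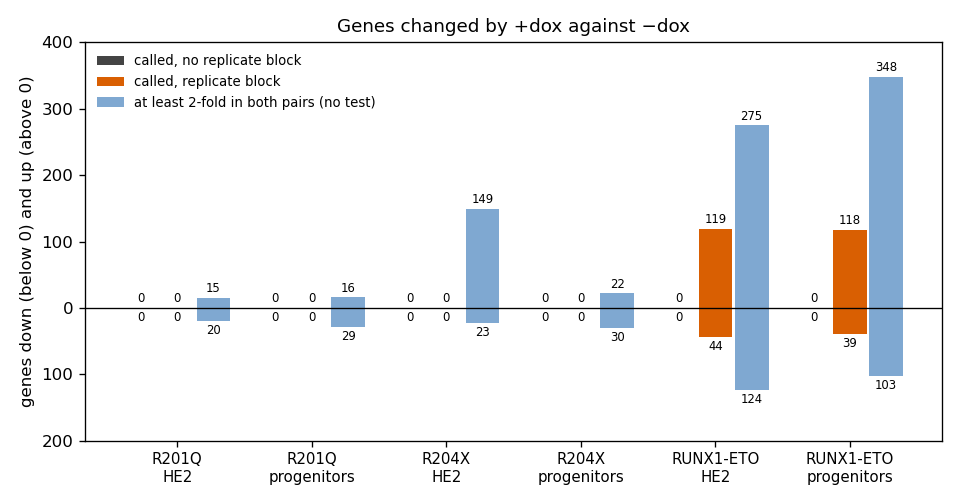
Number of genes up (bars above 0) and down (bars below 0) with +dox against −dox in each line and stage. Dark bars are genes called in the reported fit, without a replicate block (0 in each comparison), and orange bars genes called with the block. Blue bars are genes changed at least 2-fold in both same-numbered pairs with no test. RUNX1-ETO progenitors show 118 up and 39 down with the block.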

Table S1 Lists of differentially expressed genes and genes associated with differential peaks.

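Table S1 lists the genes the paper called in these RNA-seq comparisons, and its lists were followed through the counts; being the paper's own calls on the same libraries, they give no independent check of stability. The paper's list of genes up in R204X HE2 holds 140 genes, all of them higher +dox, 128 in both same-numbered pairs and 51 at least 2-fold in both. Their median log2 fold change was 1.28, with 1.48 and 1.03 in the pairs, and 0.40 in R204X progenitors. Adjusted over this list alone in the reported fit, without the block, 0 of the 140 passed. No adjustment over the list is given with the block, so this 0 does not use the pairing of libraries. Over all genes, 0 of the 140 were called in the reported fit and 0 with the replicate block. With a block on only the 4 libraries compared, chosen after seeing the data, limma-voom called 135 of the 140 and edgeR 99. Of these genes, 109 were also called up in the −dox transition of the R201Q line, with a median log2 fold change of 2.14 over the 140. The paper's 336 genes up in RUNX1-ETO HE2, of which 334 were tested, had a median of 1.43, 330 were up in both pairs and 206 at least 2-fold in both. Of these, 98 passed adjusted over the list in the fit without the block, and 117 were called over all genes with the block. The paper's 118 genes down in RUNX1-ETO HE2 were all down in both pairs, with a median of −1.19, and 42 were called with the block. In RUNX1-ETO progenitors the paper lists 271 genes up, with a median of 1.53 and 112 called with the block, and 89 down, with a median of −1.26 and 39 called with the block. The lists of the 2 RUNX1-ETO stages share 130 genes up and 24 down.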

**Figure S4.**
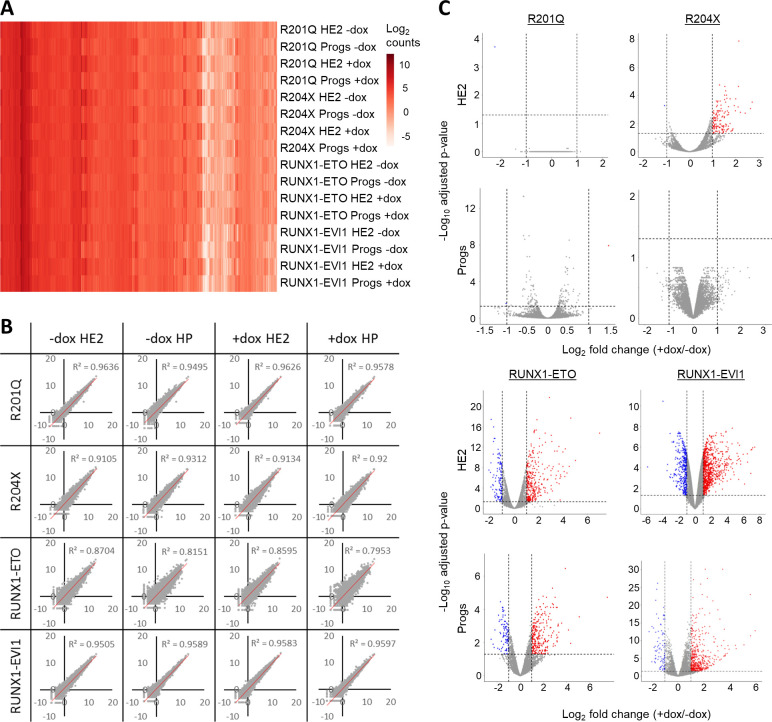
Mutant forms of RUNX1 cause unique and shared gene expression changes. **(A)** Heat map showing the log_2_ counts for all expressed genes for all RNA-seq samples used, following merging of duplicates. **(B)** XY scatterplots of counts for all genes duplicates for all RNA-seq samples used, R_2_ value is indicated based on best-fit line. **(C)** Volcano plots of log_2_ fold change of +dox/−dox gene expression counts (x-axis) against *P*-value. Genes called as up-regulated are indicated in red, and down-regulated genes in blue, genes in grey were considered unchanged.

**Figure 4.**
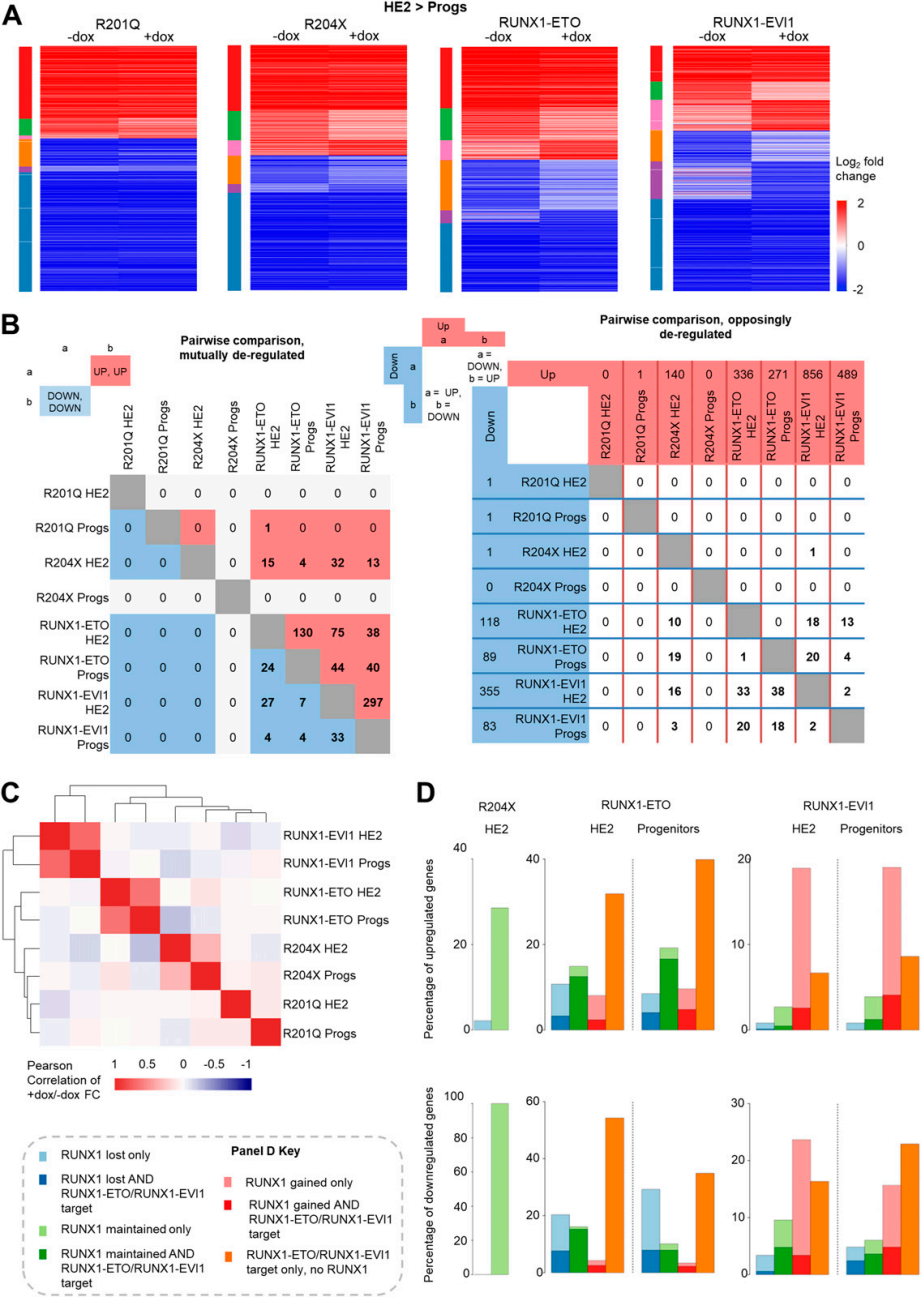
Mutant forms of RUNX1 cause unique and shared gene expression changes. **(A)** Heat maps showing the log_2_-fold gene expression changes across the HE2 to progenitor transition. Colour bars on the left indicate genes which are (red) up-regulated in both − and +dox (green), up-regulated in −dox only, (pink) up-regulated in +dox only (orange) down-regulated in −dox only, (purple) down-regulated in +dox only (blue), down-regulated in both − and +dox. **(B)** Pairwise analysis of genes which were twofold up- or down-regulated in either HE2 or progenitors after induction of each RUNX1 mutant. The left table shows the number of genes which were mutually up (red) or down-regulated (blue), the right table shows the number of genes which were up-regulated in the dataset shown along the top and down-regulated in the dataset on the side. Columns or rows which are greyed out have 0 genes deregulated in one of the datasets therefore cannot have any in common. **(C)** Heat map showing the Pearson correlation with hierarchical clustering of the +dox/−dox fold change for all deregulated genes across all eight datasets. **(D)** The percentage of up or down-regulated genes associated with RUNX1 and/or RUNX1-ETO or RUNX1-EVI1 ChIP peaks is plotted.

We then examined whether the mutant RUNX1 proteins were targeting the same transcriptional networks. We first performed pair-wise analysis, to see whether different mutant proteins cause similar (Fig 4B, left–red indicates mutually up-regulated, blue indicates mutually down-regulated) or opposing (Fig 4B, right–horizontal/blue indicates down-regulated while vertical/red indicates up-regulated) changes in gene expression patterns. This analysis showed that just under a quarter of the genes which were up-regulated in HE2 after R204X induction were also up-regulated in HE2 after RUNX1-EVI1 induction (Fig 4B, left); a greater number of these genes were down-regulated in progenitors after RUNX1-ETO induction rather than up-regulated (Fig 4B, right), indicating complex stage-specific regulation. 

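In R204X HE2, 0 genes were called in the reported edgeR fit and 0 with the replicate block. No overlap with the RUNX1-ETO or RUNX1-EVI1 genes could be counted from these calls. The paper's 140 genes up in R204X HE2 were therefore followed in the RUNX1-ETO libraries. In RUNX1-ETO progenitors their median log2 fold change was −0.18, lower than that of every one of 10000 random lists matched on expression, with 22 of the genes up in both pairs and 69 down in both. In RUNX1-ETO HE2 their median was 0.08, higher than that of 99.96% of the random lists, with 50 up and 46 down in both pairs. With 50 up and 46 down, the HE2 genes had hardly a common direction. The random lists, like the overlaps expected by chance below, treat genes as independent. Of the 140 genes, 109 rose together in the R201Q −dox transition, so these ranks may overstate the evidence. Limma-voom with the block on only the 4 libraries compared, chosen after seeing the data, called 168 genes up in R204X HE2. Of these, 19 were among its genes down in RUNX1-ETO progenitors and 6 among its genes up, against 1.15 and 3.52 expected by chance. In RUNX1-ETO HE2 more were among its genes up, 18, than among its genes down, 10, against 4.44 and 1.75 expected. This fit shared 33 genes with the paper's list of genes up in RUNX1-EVI1 HE2.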

In a similar vein, multiple genes which were up-regulated after RUNX1-EVI1 induction were both up- or down-regulated after RUNX1-ETO induction, in both HE2 and progenitors. Furthermore, genes which were down-regulated after RUNX1-EVI1 induction were predominately up-regulated after RUNX1-ETO induction, particularly in progenitors, indicating opposing regulatory mechanisms.

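For RUNX1-EVI1 only the paper's gene lists were used, and these genes were followed in the RUNX1-ETO counts. The paper lists 346 tested genes as down in RUNX1-EVI1 HE2. In RUNX1-ETO progenitors their median log2 fold change was 0.16, above all 10000 random lists matched on expression, with 147 genes up in both pairs and 83 down in both. In RUNX1-ETO HE2 their median was −0.19, below all random lists, with 84 up in both pairs and 191 down in both. The 76 tested genes that the paper lists as down in RUNX1-EVI1 progenitors had a median of 0.45 in RUNX1-ETO HE2 and 0.47 in RUNX1-ETO progenitors, each above all random lists; in progenitors 43 were up and 20 down in both pairs. In the reported edgeR fit, without a replicate block, these lists shared 0 genes with the RUNX1-ETO calls, as there were none. DESeq2, also without a block, shared 10 genes of the RUNX1-EVI1 HE2 list with its genes up in RUNX1-ETO HE2 (one-sided Fisher's exact test, p = 1.5e-06) and 7 with those up in progenitors (exact test, p = 3.7e-04). With the block, the RUNX1-EVI1 HE2 list shared 15 genes with those up in RUNX1-ETO HE2, against 2.97 expected (one-sided Fisher's exact test, p = 2.7e-07). It shared 9 with those down in RUNX1-ETO HE2 (p = 1.1e-06 from the same exact test). In RUNX1-ETO progenitors it shared 18 with those up (exact test, p = 7.4e-10) and 2 with those down (exact test, p = 0.254), which were Fgl2 and Rap1gap2, named after their values were seen. Genes are not independent, so these p-values describe the overlap of lists and not replicate error. The same limit holds for the ranks among random lists, which treat genes as independent.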

We next performed correlation analysis and hierarchical clustering based on all genes whose expression was changing across all of the datasets (Fig 4C). This analysis showed that genes affected by RUNX1-EVI1 were mostly unique, and to a lesser extent this was true for all other mutant RUNX1 driven gene expression changes indicating mutant-specific genomic impacts. However, this analysis also indicated an inverse correlation in gene expression changes caused by R204X and RUNX1-ETO which was of note as these both drive AML and contain the RUNT-domain portion of RUNX1.

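Fold changes of +dox against −dox were compared between lines over the 1828 tested genes that Table S1 lists for any line, RUNX1-EVI1 included. These genes were used because no gene was called in the reported fit. Of the 12 pairs of comparisons from different lines, the 8 that involve R201Q had a Pearson r across genes of −0.0747 to 0.107. R204X progenitors correlated with RUNX1-ETO HE2 with r = 0.124 and with RUNX1-ETO progenitors with r = −0.0613. With the replicate block these values were 0.120 and −0.0453. No p is given, since genes are not independent replicates.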

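The R204X HE2 and RUNX1-ETO progenitor fold changes had r = −0.263 over the Table S1 genes and −0.126 over all 13859 genes. With the replicate block the values were −0.284 and −0.140. Leaving out each of the 8 libraries in turn gave −0.356 to −0.0389. Spearman's rho over the Table S1 genes was −0.255. At the HE2 stage of both lines, r was −0.0112 over the Table S1 genes and 0.0985 over all genes, so its direction depended on the genes used. Given the −dox transition of the R201Q line, the partial correlation of R204X HE2 and RUNX1-ETO progenitors was −0.0926 over the Table S1 genes and 0.03 over all genes.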

Next, we analysed which of the genes with altered expression were direct targets of either RUNX1 or the two fusion proteins, based on our ChIP-seq data (Fig 2) and examined whether RUNX1 binding was lost, maintained or gained in response to induction of the mutant RUNX1 proteins (Fig 4D). 

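Table S1 lists 1 gene for R201Q HE2, Adm, and 2 for R201Q progenitors, Gm16486 and Fabp3. Adm (chromosome 7, 110627657 to 110629820) had 64 and 24 counts in the −dox HE2 replicates and 4 and 3 in the +dox replicates. For Adm the log2 fold change was −2.42 (standard error 0.47, adjusted p = 1.0) and with the replicate block −2.45 (standard error 0.49, adjusted p = 1.0), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The +dox counts lie at or just above the floor of 3 counts, so the size of this change is poorly determined. Gm16486 (chromosome 8, 70701321 to 70717650) was at 3.85 ± 2.58 CPM −dox and 11.0 ± 9.83 CPM +dox in progenitors (SD, n = 2), with log2 changes of 0.92 and 1.62 in the 2 same-numbered pairs. The log2 fold change of Gm16486 was 1.43 (standard error 0.76, adjusted p = 1.0) and 1.35 with the block (standard error 0.42, adjusted p = 1.0), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 0.05 to 2.30 when each progenitor library was left out. The adjusted p was 5.6e-08 to 1.0 over the alternatives. Fabp3 (chromosome 4, 130308738 to 130315463) was at 6.01 ± 2.00 CPM −dox and 2.99 ± 0.358 CPM +dox (SD, n = 2). Fabp3 changed by a log2 fold change of −1.03 (standard error 0.41, adjusted p = 1.0) and −1.02 with the block (standard error 0.40, adjusted p = 1.0), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and −1.23 and −0.76 in the 2 pairs.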

None of the three genes deregulated by R201Q were RUNX targets. RUNX1-EVI1 binding caused genes to be down-regulated but most changes in gene expression were driven by the large scale increase in RUNX1 binding (Figs 4D and 2), whereas loss of RUNX1 and RUNX1-ETO binding to these sites correlated with gene expression changes seen in response to RUNX1-ETO induction. A large proportion of the genes up-regulated in response to R204X induction were RUNX1 targets but binding of RUNX1 was unchanged, again indicating that this oncoprotein perturbs the action of RUNX1 at its binding sites rather than disrupting binding itself.

The impact of the RUNX1 oncoproteins on gene expression was, therefore mild, varied and generally occurred in a mutation specific fashion, despite a significant proportion of affected genes being RUNX1 targets.

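Whether the effect of dox differed between lines was tested directly for R204X against RUNX1-ETO. The value tested was the difference between their +dox against −dox log2 fold changes. The fit held all 24 libraries, R201Q included, so the lines shared an estimate of each gene's spread. Replicates agreed less in RUNX1-ETO (median R2 0.858) than in R201Q (0.971), so this shared spread may be too small for RUNX1-ETO. In HE2, 2 of 13859 genes passed an adjusted p of 0.05, and 459 had an unadjusted p under 0.05. In progenitors it was 0 genes, and 333 at the unadjusted p. With a replicate block for each line, which was added after seeing the data, 62 genes passed in HE2 and 71 in progenitors. The 2 genes in HE2, named after their values were seen, were Hdc and Sept6. Hdc (chromosome 2, 126593659 to 126624025) changed by 4.57 and 4.61 in the RUNX1-ETO pairs and by 0.55 and −0.21 in the R204X pairs, a difference of −4.41 (standard error 0.60, adjusted p = 0.0272 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the block the difference was −4.39 (adjusted p = 0.00317 from the same edgeR test). Sept6 (chromosome X, 36911272 to 36990036) had a difference of −1.57 (standard error 0.24, adjusted p = 0.0420 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). R201Q was not tested against the other lines in this way. The paper concludes that the oncoproteins had a mild and varied impact on gene expression that was generally specific to each mutation. It sets this against the sizeable share of affected genes that were RUNX1 targets (Fig 4D).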

### Mutant oncoproteins disrupt RUNX1-mediated transcription factor and chromatin reorganisation

We previously showed that the up-regulation of RUNX1 during haematopoietic specification leads to a global reorganisation of transcription factors binding and chromatin patterns (Lichtinger et al, 2012; Gilmour et al, 2018). We therefore hypothesised that the RUNX1 mutants may interfere with this process and disrupt the transcription factor hubs that provide instructions for further blood cell differentiation. We first examined the transcription factor–binding motifs associated with differential chromatin accessibility and found that the patterns of motif enrichment were specific to each RUNX1 mutant (Figs 5A and S5A). With R201Q we found an increase in chromatin accessibility associated with GATA motifs, after RUNX1-ETO induction accessible sites associated with RUNX and PU.1 were lost, and after RUNX1-EVI1 induction sites containing GATA and RUNX motifs were lost, but PU.1 sites were gained. Interestingly, following induction of R204X–which lacks a transactivation domain–accessible chromatin sites were both lost and gained (Fig 5B) but were not associated with any changes in motif enrichment. RUNX motifs were also unchanged after R204X expression suggesting it is not acting as dominant negative to the endogenous RUNX1 which again echoes the phenotypic and ChIP-seq data.

**Figure 5.**
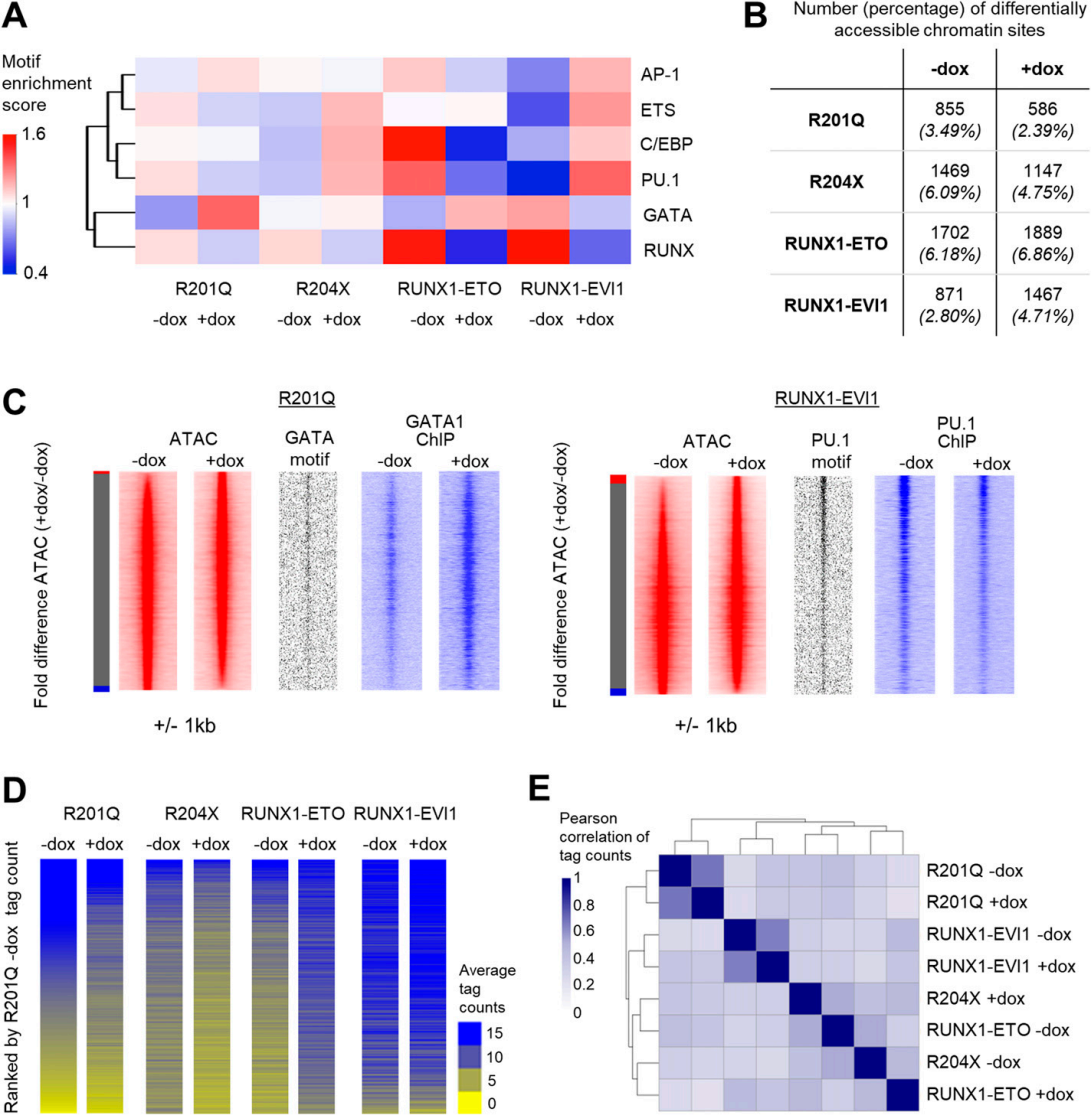
Chromatin accessibility changes are unique to each RUNX1 mutant and correlate with specific transcription factor–binding patterns. **(A)** Heat map of hierarchical clustering, showing the normalised enrichment score for transcription factor motifs which were seen in the de novo motif search of specific distal ATAC sites in progenitors. **(B)** Table showing the number of specific ATAC peaks in progenitors, and the percentage of the total peaks this corresponds to. **(C)** Chromatin accessibility in progenitors was ranked by fold change of the +dox/−dox tag count and represented as density plots (±1 kb), as depicted in Fig 2A. Motif enrichment and ChIP-seq of key transcription factors are plotted alongside. **(D)** ATAC tag counts were calculated across union of all −/+dox-specific distal peaks across all four RUNX1 inductions in progenitors, and ranked according to R201Q −dox descending tag count. 9,494 unique peaks of 9,986 used were unique. **(B, E)** Heat map showing the Pearson correlation and hierarchical clustering using the tag counts of the union of specific peaks in progenitors calculated in (B).

**Figure S5.**
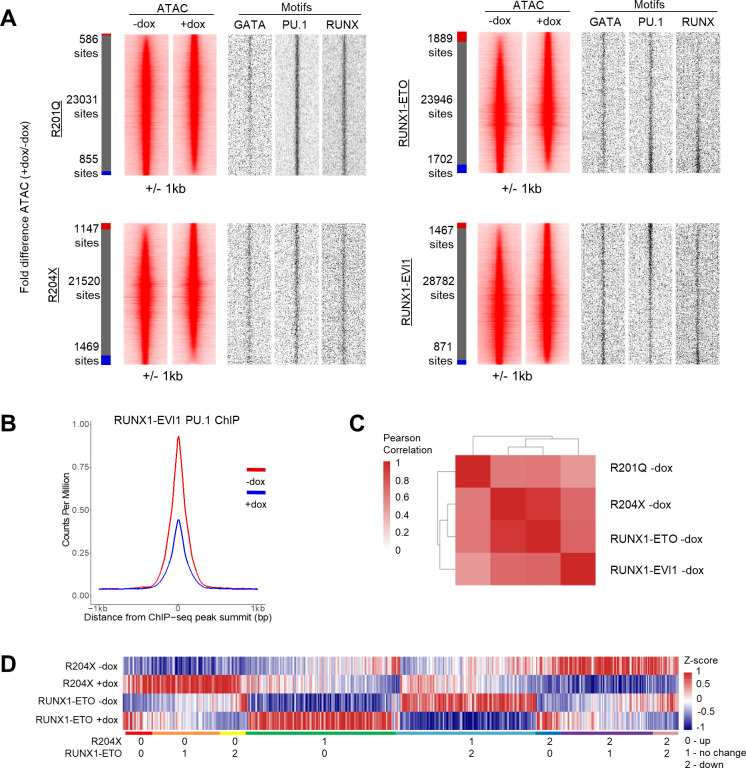
Chromatin accessibility changes are unique to each RUNX1 mutant and correlate with specific transcription factor–binding patterns. **(A)** Distal ATAC peaks were ordered according to the fold difference of the normalised tag count between +dox and −dox progenitors and presented as a density plot for each sample (±1 kb), as depicted in Fig 2A. Motif densities are plotted alongside for key transcription factors. The red bar indicates +dox specific sites, grey shared and blue −dox specific sites where specific sites are at least twofold different. **(B)** Average profile of PU.1 ChIP-seq signals at open chromatin with and without RUNX1-EVI1 induction. **(C)** Heat map showing the Pearson correlation and hierarchical clustering of normalised tag counts for distal peaks in all uninduced ATAC-seq samples. **(D)** Heat map showing Z-score of average tag density at all peaks specifically gained or lost after induction of RUNX1-ETO or R204X. The coloured bar below indicates groups of whether genes are commonly up or down-regulated or unchanged.

We confirmed the cause of two of the changes in motif composition by performing ChIP-seq for the transcription factors which bind to them. 

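In R201Q progenitors, Gata1 (chromosome X, 7959260 to 7976663) had 28.7 ± 6.57 RPKM, the count scaled to the library's total and to the length of the gene's exons, −dox and 26.6 ± 9.94 RPKM +dox (SD, n = 2). Gata2 followed with 5.60 ± 0.0463 RPKM −dox and 6.57 ± 1.28 RPKM +dox, and Gata4 with 2.75 ± 0.693 and 2.47 ± 0.523 RPKM (SD, n = 2). Gata6 was at 0.643 ± 0.302 RPKM −dox and Gata3 at 0.248 ± 0.0121 RPKM −dox (SD, n = 2), and Gata5 had 0 RPKM +dox. Over all 4 libraries, Gata1 exceeded the next GATA factor by 2.16 on the log2 scale, and by 2.02 to 2.41 with each library left out. Without a correction for length the difference was 1.01. Dox changed Gata1 by a log2 fold change of −0.14 (standard error 0.31, adjusted p = 1.0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by −0.18 with the replicate block (standard error 0.13, adjusted p = 1.0 from the same edgeR test), which is within the spread between replicates.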

With R201Q, increased accessibility at GATA motifs was associated with overall increased GATA1 (the GATA factor most highly expressed in progenitors) binding, whereas in RUNX1-EVI1 expressing cells, PU.1 binding was most prevalent at those sites where chromatin accessibility was gained (Fig 5C) but was reduced overall (Fig S5B). These results highlight a profound disturbance of RUNX1-driven transcription factor binding reorganisation.

Alongside the changes associated with transcription factor binding we investigated whether lost or gained ATAC-seq peaks were shared or specific for each RUNX1 mutant. All −dox samples were generally well correlated allowing a comparison between changes caused by each oncoprotein (Fig S5C). We calculated the union of all differential peaks and ranked them in parallel, ordered by the R201Q −dox sample (Fig 5D). As with the RNA-seq experiments (Fig 4C), this analysis again showed that each mutant RUNX1 altered the accessible chromatin landscape in a specific fashion with only a few common differentially accessible regions. We noted an inverse pattern of alterations caused by R204X and RUNX1-ETO induction. To further examine this finding, we performed a correlation analysis using the tag counts for each sample across all differentially accessible peaks (Fig 5E), which again showed that R204X +dox and RUNX1-ETO −dox and R204X −dox and RUNX1-ETO +dox each cluster together although the majority of differentially accessible peaks were still unique (Fig S5D). Taken together with the RNA-seq data, these results suggest that R204X and RUNX1-ETO induction affects similar gene regulatory networks which may be why they cause a similar phenotypic outcome.

RUNX1 associated transcription factor complexes can include histone acetyltransferases, which RUNX1-ETO in particular is known to disrupt (Wang et al, 1998; Amann et al, 2001). We therefore examined whether RUNX1-mutant specific chromatin changes were associated with altered histone acetylation patterns. H3K27ac patterns were globally affected by R204X, RUNX1-ETO, and RUNX1-EVI1 induction, with acetylation both lost and gained around accessible chromatin (Fig 6A).

**Figure 6.**
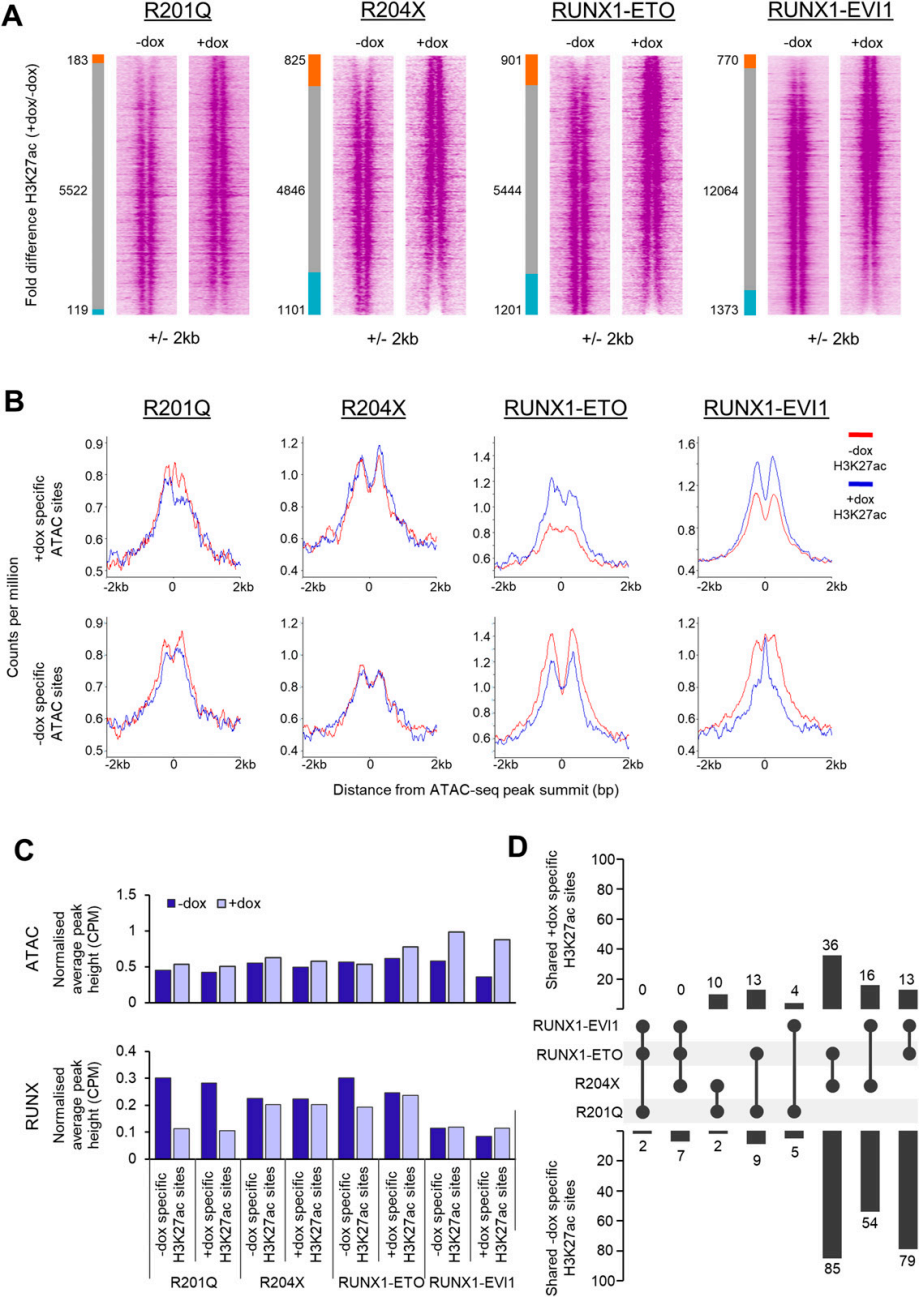
H3K27ac changes caused by RUNX1 mutants are not wholly dependent on changing chromatin accessibility. **(A)** The H3K27ac ChIP-seq signal at open chromatin sites in progenitors was ranked by fold change of the +dox/−dox tag count and represented as density plots (±2 kb). The side bar indicates +dox-specific sites (orange), grey shared, and blue −dox-specific sites where specific sites are at least twofold different. The number of sites shared, lost or gained is indicated. **(B)** Average profiles of H3K27ac counts-per-million-normalised ChIP-seq signal in progenitors plotted around the differential distal ATAC sites identified in Fig 5 (±2 kb). **(B, C)** The counts-per-million-normalised average peak heights of ATAC-seq and RUNX1 ChIP-seq were calculated for the specific sites identified in (B). **(B, D)** The percentage of shared specific sites identified in (B) was calculated and shown by the bar graphs, where the circles indicate sets which have been overlapped in each case. Sets where there are no intersecting sites in either the − or +dox-specific sites are not shown.

Lost or gained histone acetylation was not exclusively linked to lost or gained chromatin accessibility. The small number of chromatin changes observed in response to R201Q or R204X expression were reflected in the H3K27ac alterations at these sites (Figs 6B and S6A), but levels of H3K27ac strongly increased or decreased at sites with similarly altered chromatin accessibility after RUNX1-ETO and RUNX1-EVI1 binding, coinciding with up or down-regulation of the associated genes (Fig 2A). 

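Table S1 lists the genes associated with sites gained or lost +dox in progenitors, and their expression was compared with that of all other genes by camera, limma's competitive gene-set test, over 12 lists (3 lines, ATAC-seq and H3K27ac, +dox-specific and −dox-specific). Genes listed at both +dox-specific and −dox-specific sites of the same line and assay were left out of the camera test. Values are medians of the log2 fold change relative to the median of all genes, with Benjamini-Hochberg adjustment over the 12 lists. In RUNX1-ETO, the 505 tested genes at +dox-specific H3K27ac sites had a relative median of 0.139 (adjusted p = 9.9e-04 from limma's camera), with 0.12 and 0.17 in the 2 pairs. The block gave 0.141 (adjusted p = 1.3e-04 from limma's camera). The 875 tested genes at +dox-specific ATAC-seq sites had 0.102 (adjusted p = 0.0164) and 0.109 with the block (adjusted p = 0.00775), from limma's camera. The 691 tested genes at −dox-specific H3K27ac sites had −0.0519 (adjusted p = 0.0630), with −0.08 and −0.0040 in the pairs, and −0.0568 with the block (adjusted p = 0.0480), from limma's camera. The 777 tested genes at −dox-specific ATAC-seq sites had 0.0217 (adjusted p = 0.952 from limma's camera). For the 8 lists of R201Q and R204X the relative medians were −0.0173 to 0.0218, and the adjusted p from limma's camera was at least 0.952. The H3K27ac result at −dox-specific sites was −0.0135 with the filter of at least 50 counts in every library, and −0.126 to −0.0297 when each progenitor library was left out.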

Interestingly, at accessible chromatin sites lost after RUNX1-EVI1 expression (Fig 6B), we observed a pattern consistent with flanking histones moving together which is indicative of a loss of transcription factor complexes at these sites (Bevington et al, 2017).

**Figure S6.**
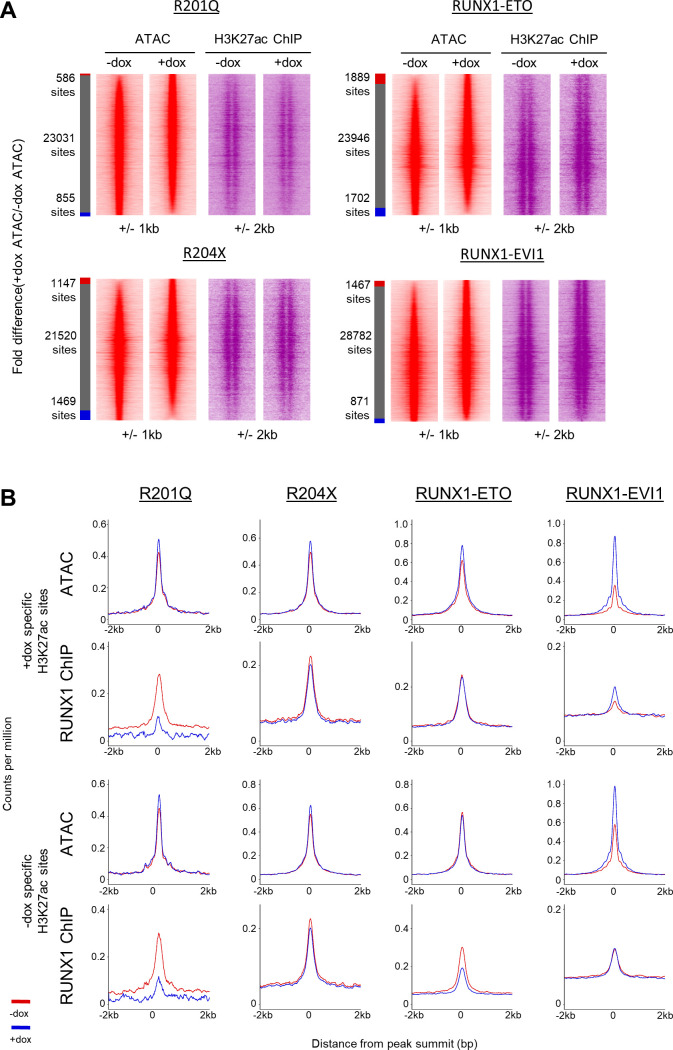
H3K27ac changes caused by RUNX1 mutants are not wholly dependent on changing chromatin accessibility. **(A)** Distal ATAC peaks were ordered according to the fold difference of the normalised tag count between +dox and −dox progenitors and presented as a density plot for each sample (±1 kb), as depicted in Fig 2A. H3K27ac ChIP seq is plotted alongside (±2 kb from the ATAC peak summits). **(B)** Average profiles of ATAC-seq and RUNX1 ChIP-seq signal around the H3K27ac specific sites calculated in Fig 6B (±2 kb from the ATAC peak summits).

As expected from the initial analysis, differential H3K27ac sites were not associated with differential chromatin accessibility except in the case of RUNX1-ETO (Figs 6C and S6B). Furthermore, differential H3K27ac sites were only minimally linked to altered RUNX1 binding, again predominately following RUNX1-ETO induction, suggesting that although these changes are occurring at sites of RUNX1 binding, they result from perturbation of a larger complex. We also noted that a greater proportion of the sites which lost H3K27ac after induction of R204X, RUNX1-ETO, or RUNX1-EVI1 were shared as compared with the sites which gained H3K27ac (Fig 6D), which may indicate shared sites of repression by these proteins.

Collectively, our data show that in spite of the relatively modest changes in gene expression after induction of some of the RUNX1 oncoproteins, the induction of all of them interferes with RUNX1 activity and rapidly alters transcription factor occupancy and histone modification patterns.

### Mutant RUNX1 proteins alter lineage-specific chromatin priming

The developmentally controlled activation of differential gene expression programs during haematopoietic specification requires the gradual reorganisation of chromatin often preceding the onset of tissue specific gene expression, known as chromatin priming (Goode et al, 2016; Bonifer & Cockerill, 2017). Because RUNX1 is essential for the establishment of a blood cell–specific chromatin landscape (Lichtinger et al, 2012), we hypothesised that despite causing limited alterations in gene expression, each mutant RUNX1 protein may uniquely perturb the chromatin architecture and transcription factor regulatory networks to differentially prime haematopoietic progenitor cells and thus derail future development.

We therefore analysed the degree to which the previously identified differentially accessible chromatin sites (Fig 2A) were shared with different precursor and mature cell types. The ATAC-seq data used for this analysis were derived from purified common myeloid progenitor (CMP), B cell, monocyte, erythroblast, and megakaryocyte to cover the key lineage branches which RUNX1 mutation is known to influence (Lara-Astiaso et al, 2014; Heuston et al, 2018). A cell type–specific chromatin signature was calculated for each cell type by identifying only those peaks which were not shared between different cell types. This set of peaks was compared with the differentially accessible chromatin sites formed or lost after induction of RUNX1-mutant proteins, as shown in the schematic in Fig 7A. An enrichment (Z) score was determined by comparing them to randomly sampled peaks within the union of all accessible sites for all cell types (values shown in Source Data for Fig 7B). In a healthy progenitor cell, we would expect to see balanced lineage priming for mature cells, as well as the progenitor cell signature. By examining the specifically lost or gained sites, we could therefore understand how the RUNX1 mutants perturbed lineage priming.

**Figure 7.**
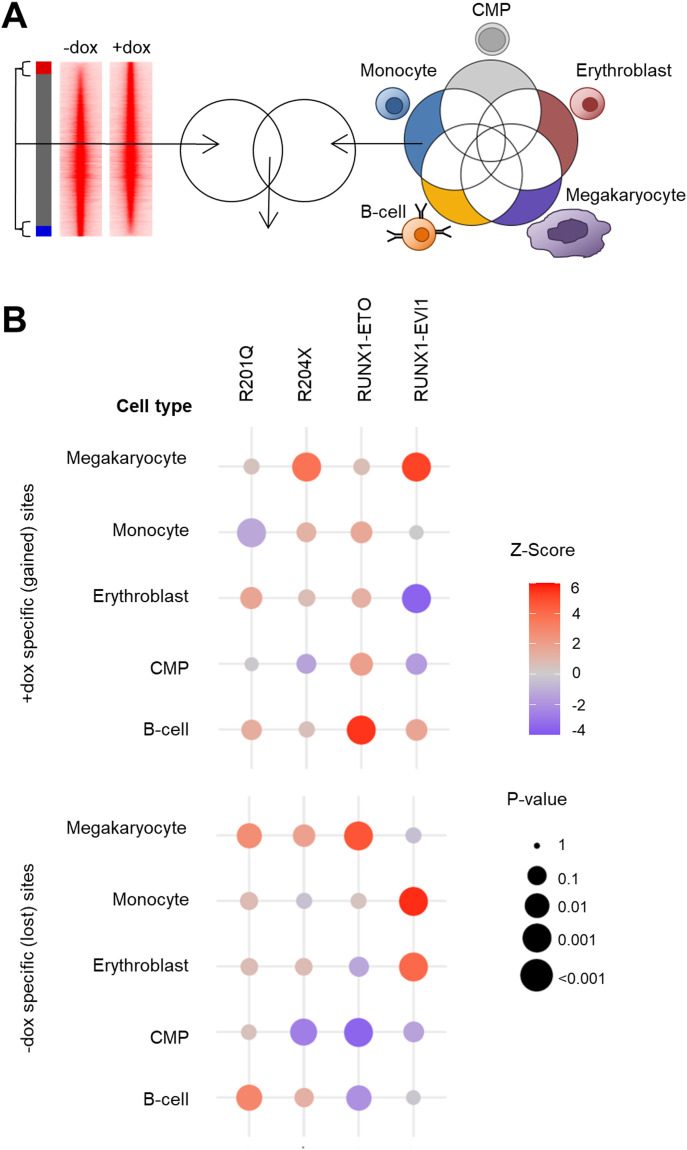
RUNX1 mutants disrupt RUNX1-driven chromatin priming. **(A)** Scheme of how the enrichment of differentially accessible ATAC-seq peaks from Fig 2A, intersecting with ATAC peaks specific to common myeloid progenitors, B-cells, monocytes, erythroblasts or megakaryocytes was calculated. **(B)** Bubble plots showing the association of differentially accessible peaks after mutant RUNX1 induction with each peak set from the indicated cell types. Each bubble represents one intersection, the Z-score representing level of enrichment (red) or depletion of sites of each lineage (blue) as shown by the colour scale. The *P*-value is shown by the size of the circle. Source data are available for this figure.

After R201Q induction, we found that lost accessible chromatin sites (Fig 7B, lower panel) were highly enriched for a megakaryocyte signature, whereas those sites which were gained showed a slight enrichment for the erythroid fate (Fig 7B, upper panel), indicative of a skew in the megakaryocyte-erythroid branch of blood cell development (Figs 7B and S7). Both lost and gained sites also showed enrichment for B cell–primed sites, although to a lesser degree in the gained sites. None of the sites which gained chromatin accessibility were associated specifically with the monocyte lineage. A different pattern of changes was seen with R204X induction, where megakaryocyte priming was strongly enriched in sites where chromatin accessibility was gained but also slightly enriched in lost sites as well, again suggesting a disruption of differentiation rather than a clear change of cell fate. Priming for all other lineages was preserved, but we found a significant absence of sites associated with CMPs in sites which lost accessibility after expression of R204X suggesting a preservation of the CMP-specific chromatin state.

**Figure S7.**
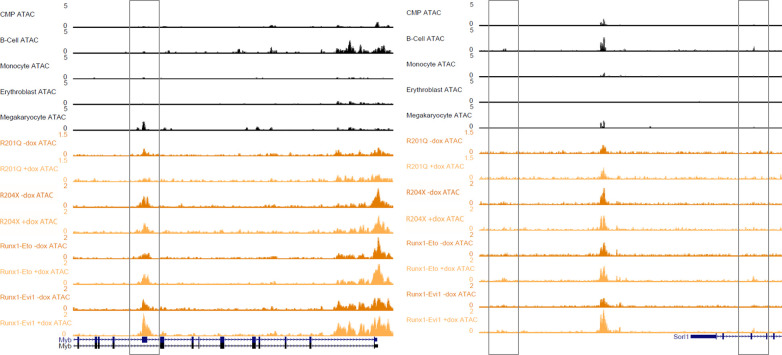
RUNX1 mutants disrupt RUNX1-driven chromatin priming. UCSC Genome Browser screenshots showing (left) a megakaryocyte-specific accessible chromatin site in the *Myb*, gene which is lost with R201Q expression and gains accessibility with RUNX1-EVI1, and (right) two B-cell–specific sites in the *Sorl1* gene which are gained with RUNX1-ETO.

Both fusion oncoproteins caused a greater disruption in the balance of lineage priming, in line with them causing increased phenotypic and gene expression changes. RUNX1-ETO expessing cells gained accessibility at sites associated with both CMPs and the B-cell lineage, an example of which is shown in Fig S7, and with a reciprocal lack of these lineages losing chromatin accessibility. At the same time, sites specific for the megakaryocyte lineage were lost, and a small proportion of sites associated with the monocytic lineage were gained. Similarly, RUNX1-EVI1 expression caused widespread disruption of priming but with no one lineage pattern specifically gained or lost. Here, sites associated with B cells and megakaryocytes were gained (which can also be seen in Fig S7) and sites associated with monocytes and erythroblasts were lost. Concordantly, erythroblast lineage-specific chromatin sites were not gained in response to RUNX1-EVI1, nor were CMP sites. In summary, our data show that RUNX1-mutant proteins each influence the RUNX1-driven reorganisation of chromatin accessibility and lineage priming in unique ways leading to a disturbance of differentiation trajectories.

## Discussion

In this study, we show that different mutations in *Runx1* give rise to proteins which uniquely disrupt the gene regulatory networks at the onset of blood cell differentiation. During the EHT, RUNX1 reorganises the epigenetic and transcription factor–binding landscape to repress the endothelial fate and primes chromatin for continued haematopoietic differentiation (Lie-A-Ling et al, 2014; Gilmour et al, 2018). Chromatin priming at this stage by RUNX1 binding and elevated histone acetylation is critical for the correct binding patterns of transcription factors driving differentiation, such as PU.1 (Creyghton et al, 2010; Lichtinger et al, 2012). Our study uncovered a profound impact on lineage-specific chromatin priming as a result of perturbation of RUNX1 function at this stage which is then reflected in the composition of terminally differentiated cells. Most importantly, for RUNX1 point mutants, this perturbation occurred with only minimal influence on gene expression. RUNX1-ETO affected chromatin accessibility associated with RUNX, PU.1, and C/EBP motifs, leading to a skew in progenitor/myeloid differentiation, which was mirrored in an increased immaturity of colony forming cells. We also found a bias towards the B-cell lineage, as it has been previously implicated in t(8; 21) leukaemia (Pabst et al, 2001; Tagoh et al, 2006; Ray et al, 2013; Sun et al, 2013). Similar defects in lineage priming and phenotypic outcomes were seen for R204X, with increased stemness as the primary consequence. RUNX1-EVI1 affected the megakaryocyte/erythroid balance according to our lineage priming analysis, as well as disrupting the monocyte lineage, and this feature was reflected in a reduced differentiation to myeloid and erythroid cells. Conversely, R201Q caused defects in megakaryopoiesis in colony-forming cell assays, with a concordant gain of GATA1 binding. It has been previously hypothesised that impaired erythropoiesis caused by RUNX1-DBD mutants was due to a change in RUNX1/GATA1 balance at the onset of erythroid differentiation (Waltzer et al, 2003; Cammenga et al, 2007). Our global binding data confirm this idea. RUNX1 is normally required to block the erythroid fate in favour of the megakaryocyte fate (Song et al, 1999; Kuvardina et al, 2015). Megakaryocytic differentiation is, therefore, dependent on the RUNX1/GATA1 balance as well (Elagib et al, 2003), suggesting a likely mechanism by which these RUNX1-DBD mutants contribute to platelet disorders.

One outstanding question has been the degree to which RUNX1-mutant phenotypes result from *RUNX1* haploinsufficiency due to the mutant proteins being nonfunctional or acting in a dominant negative fashion. Previous studies expressing mutant RUNX1 proteins in mice have shown them to have weakly dominant negative or null activity, as blood cell formation was inhibited (Matheny et al, 2007). Some aspects of the mechanism by which this phenotype develops were inferred by studies that inhibited of RUNX1-controlled myeloid gene expression (Guo et al, 2012). However, because of the strong disruption in blood cell formation, the earliest events of cellular reprogramming by mutant RUNX1 proteins could not be studied. By inducibly expressing the mutant proteins on a background of wild-type RUNX1, we demonstrate that all mutant proteins have additional functions.

From our data, we developed a model of how the different mutant RUNX1 proteins interfere with wild-type RUNX1 to disrupt the control of differentiation (Fig 8). Expression of the R201Q (DBD mutant) leads to a reduced interaction of wild-type RUNX1 with CBFβ, a drastic reduction of global RUNX1 binding, increased GATA1 binding and thus a bias away from megakaryocyte differentiation. R204X (which lacks its TAD) does not affect the binding of wild-type RUNX1 or other transcription factors but instead leads to changes in histone acetylation affecting the CMP trajectory. RUNX1-ETO displaces wild-type RUNX1, leads to reduced expression and binding of PU.1 and C/EBPα (Pabst et al, 2001), and to reduced histone acetylation—thus blocking cell differentiation at the early multipotent precursor cell stage and priming these cells towards a B-cell identity. 

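Spi1, which encodes PU.1 (chromosome 2, 91082374 to 91115759), was at 31.0 ± 10.1 CPM −dox and 11.2 ± 6.11 CPM +dox in RUNX1-ETO HE2, and at 152.0 ± 49.2 and 55.1 ± 27.5 CPM in RUNX1-ETO progenitors (SD, n = 2). Spi1 changed by a log2 fold change of −1.44 in HE2 (standard error 0.59, adjusted p = 1.0) and −1.51 in progenitors (standard error 0.58, adjusted p = 1.0), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The block gave −1.50 (standard error 0.17, adjusted p = 0.0108) and −1.56 (standard error 0.16, adjusted p = 0.00569), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the alternatives the adjusted p was 4.7e-12 to 1.0 in HE2 and 3.2e-05 to 1.0 in progenitors. Its change was −1.75 and −1.29 in the HE2 pairs and −1.71 and −1.40 in the progenitor pairs. Cebpa, which encodes C/EBPα (chromosome 7, 35119293 to 35121928), was at 17.8 ± 5.51 CPM −dox and 8.90 ± 1.77 CPM +dox in RUNX1-ETO progenitors (SD, n = 2). Its log2 fold change there was −1.05 (standard error 0.48, adjusted p = 1.0) and −1.02 with the block (standard error 0.27, adjusted p = 0.124), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with −0.85 and −1.17 in the pairs. In RUNX1-ETO HE2, Cebpa changed by −0.29 (standard error 0.49), with −0.85 in the first pair and 0.09 in the second.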

RUNX1-EVI1 acts in a similar fashion to RUNX1-ETO but in addition causes increased RUNX1 binding associated with increased CBFβ interaction which has a knock-on effect on transcription factors such as PU.1 causing widespread disruption of all lineages in which RUNX1 is involved.

**Figure 8.**
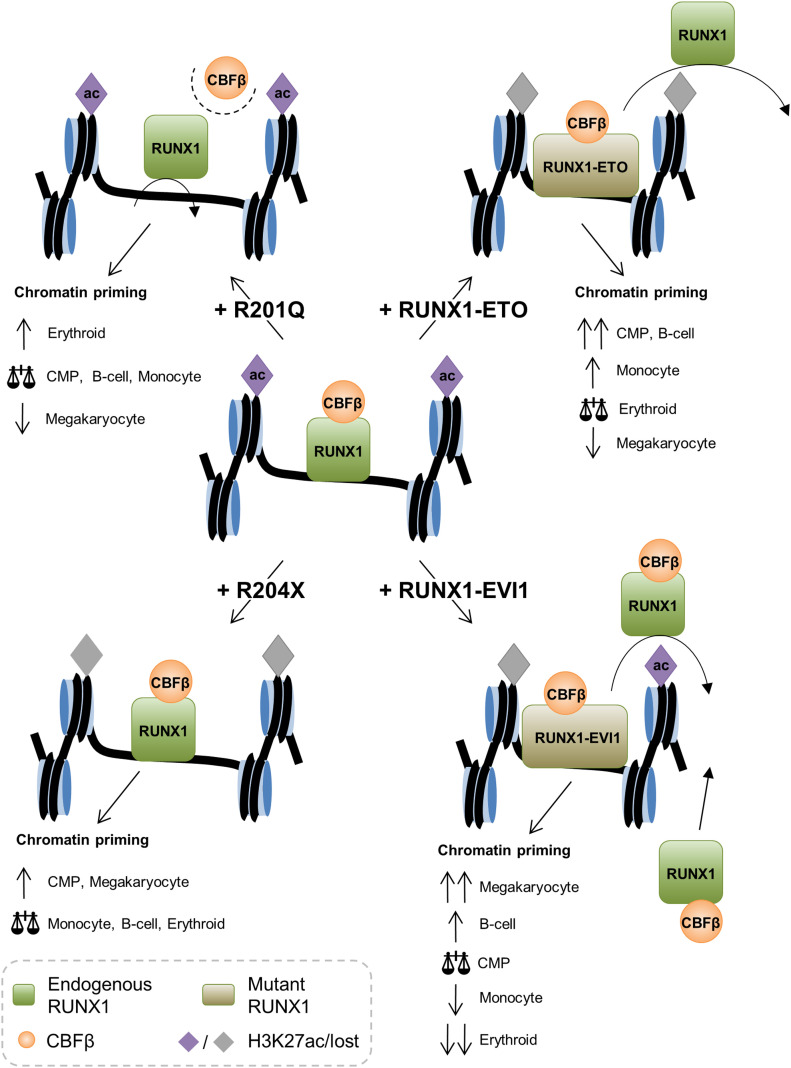
Mechanism of RUNX1 oncoprotein action on chromatin priming. A model for how each of the RUNX1 mutants is disrupting the normal activity of wild-type RUNX1 (centre) based on the data we have generated.

In summary, our study has elucidated the genome-wide changes caused by four mutant RUNX1 proteins and shown that they disrupt the earliest instructions for the differentiation trajectory of haematopoietic progenitors. Full-length RUNX1 is required to rescue haematopoiesis in *RUNX1* knockout embryos and to set up balanced haematopoiesis (Goyama et al, 2004), which will require the establishment of correct lineage priming at the chromatin level. The expression of RUNX1-mutant proteins that lack different domains of the protein disturbs this process. The germ line expression of RUNX1-ETO and RUNX1-EVI1 is incompatible with normal blood cell development (Yergeau et al, 1997; Maki et al, 2005). However, RUNX1 point mutations can run in families (Song et al, 1999) and permit haematopoiesis which is in line with the results shown here. Our data would, therefore, predict that affected individuals in such families would already display signs of deregulation in the chromatin patterns of their progenitor cells. Our results demonstrate that different classes of mutation in RUNX1 have unique multifactorial mechanisms of contributing to disease and so development of novel treatments will require an individual approach.

## Materials and Methods

### Mouse RUNX1-EVI1 ESC generation

Generation of RUNX1-ETO and RUNX1-EVI1–containing ESCs was previously described (Regha et al, 2015; Kellaway et al, 2020). R201Q and R204X plasmids were generated by site-directed mutagenesis on wild-type human *RUNX1c*, and N-terminal HA tags added using the following primers: R201Q forward 5′-CAGTGGATGGGCCCCAAGAACCTCGAAGAC-3′, reverse 5′-GTCTTCGAGGTTCTTGGGGCCCATCCACTG-3′ and R204X forward 5′-CCCCCTCGAGCCACCATG-3′, reverse 5′-GCCGATGATATCTCAAGGTTCTCG-3′. A2lox ESCs (a gift from Michael Kyba) were transduced with 20 μg of each plasmid using the 4D-Nucleofector (Lonza), mouse ES program and P3 primary cell kit. Note, R201Q, R204X, and RUNX1-ETO all included N-terminal HA-tags.

Individual colonies were expanded and maintained on mouse embryonic feeder cells in ES cell medium, comprising DMEM (D6546; Sigma-Aldrich), 15% FCS (ES-009; Sigma-Aldrich), 100 units/ml penicillin, 100 μg/ml streptomycin, 1 mM sodium pyruvate, 1 mM L-glutamine, 0.15 mM monothioglycerol, 1× nonessential amino acids, and 10^3^ U/ml leukaemia inhibitory factor (ESGRO; Millipore) after 7 d of 300 μg/ml neomycin selection.

### ESC differentiation

ESCs were differentiated as previously described (Gilmour et al, 2014; Regha et al, 2015) with the following modifications. FLK1+ cells were purified by magnetic cell sorting, using biotin-conjugated CD309 antibody (eBioscience), anti-biotin microbeads (Miltenyi Biotec), and LS columns (Miltenyi Biotec) after culture of embryoid bodies for between 3.25 and 3.75 d (cell line dependent, when 30–60% of cells were FLK1+, 3.25 for RUNX1-EVI1 line, 3.5 for RUNX1-ETO line, 3.75 d for R201Q, and R204X lines). These FLK1+ cells were then cultured in gelatin-coated flasks – 1.2–1.4 × 10^6^ cells in a T150 flask to form the blast culture. After 1–2 d (cell line dependent, when blast culture comprised ∼30% HE, ∼40% progenitors, 1 d for RUNX1-EVI1 line, 2 d for R201Q, R204X, and RUNX1-ETO lines), 0.1–0.5 μg/ml doxycycline was added as appropriate and cells were cultured in the same media for a further 18 h before sorting for HE and progenitors.

### Flow cytometry

Cell populations were identified and sorted on day 2–3 of blast culture based on surface markers. Cells were stained with cKit-APC (BD pharmingen), Tie2-PE (eBioscience), and CD41-PE-Cy7 (eBioscience), or CD41-PE-Cy7 and CD11b-PE (eBioscience) and analysed on a Cyan ADP flow cytometer (Beckman Coulter) with data analysis using FlowJo, or sorted on a FACS Aria cell sorter (BD Biosciences).

### CFU assays

Unsorted floating cells were taken from d2 to 3 of the blast culture, and 5 × 10^3^ cells were seeded in 1 ml MethoCult (M3434; STEMCELL Technologies) per dish, in duplicate and counted after 10 d. For flow cytometry analysis, MethoCult containing cells was harvested in ice cold MACS buffer, and duplicates were pooled and washed with MACS buffer before staining to remove MethoCult.

### Western blotting

20 μg of protein extracts in Laemmli buffer were run on a 4–20% gradient pre-cast gel (Bio-Rad) and transferred to nitrocellulose using Turbo transfer packs (Bio-Rad). Membranes were blocked using 5% milk in TBS-T, then RUNX1 (C-terminal: ab23980, 1:3,000; Abcam or N-terminal: sc-8563 N-20, 1:250; Santa Cruz Biotechnology) or anti-HA (H6908, 1:1,000; Sigma-Aldrich) was applied overnight at 4°C in 5% milk in TBS-T. After washing in TBS-T, this was followed with HRP-conjugated anti-rabbit or anti-goat antibody (Cell Signalling Technologies), and enhanced chemiluminescent reagent (Amersham) was applied and the blot was visualised using a GelDoc system (Bio-Rad). For loading controls, the membranes were stripped using Restore Stripping Buffer (Thermo Fisher Scientific) and GAPDH (ab8245; Abcam) was applied and visualised as above.

### RNA-seq

RNA was isolated from sorted cells using either the NucleoSpin RNA Kit (Macherey-Nagel) or TRIzol reagent (Thermo Fisher Scientific). RNA-seq libraries were prepared from two biological replicates using the True-Seq Stranded Total RNA Kit (Illumina) and sequenced paired-end in a pool of 12 indexed libraries using a Next-Seq 500/550 High Output Kit v2 150 cycles (Illumina) at the Genomics Birmingham sequencing facility.

### ATAC-seq

ATAC-seq was performed essentially as described (Buenrostro et al, 2015), briefly, 50,000 cKit+CD41+Tie2-progenitors were sorted by FACS and transposed in 1× Tagment DNA buffer (Illumina), Tn5 transposase (Illumina), and 0.01% Digitonin (Promega) for 30 min at 37°C with agitation. For R204X, RUNX1-ETO, and RUNX1-EVI1 samples the tagmentation buffer additionally contained 0.3× PBS and 0.1% Tween-20. DNA was purified using a MinElute Reaction Cleanup Kit (QIAGEN). DNA was amplified by PCR using Nextera primers and libraries were sequenced using a Next-Seq 500/550 High Output Kit v2 75 cycles (Illumina).

### ChIP-seq

ChIP was performed as previously described (Obier et al, 2016; Kellaway et al, 2020) with the following modifications. cKit+ progenitors were sorted by MACS, and for PU.1 and H3K27ac cross-linked only in 1% formaldehyde (single crosslinking), or with both 415 μg/ml DSG, followed by formaldehyde (double cross-linking) for RUNX1 and GATA1. For single cross-linked cells, nuclei were sonicated for four cycles of 30 s on/30 s off using a Picoruptor (Diagenode). Immunoprecipitation was carried out overnight at 4°C using 2 μg of RUNX1 antibody (C-terminal, ab23980; Abcam), PU.1 antibody (sc-352; Santa Cruz Biotechnology) or GATA1 antibody (ab11852; Abcam), or for 4 h at 4°C using 1 μg of H3K27ac antibody (ab4729; Abcam) coupled to 15 μg Dynabeads Protein G (Invitrogen) per 2 × 10^6^ cells. DNA from 2 to 3 immunoprecipitations was pooled for RUNX1, but just one immunoprecipitation for H3K27ac, and extracted using Ampure beads (Beckman Coulter). ChIP libraries were generated using the KAPA HyperPrep Kit, libraries were size-selected to obtain fragments between 150 and 450 bp, and were sequenced as for ATAC-seq.

### Immunocytochemistry

5 × 10^5^ cells were adhered to microscope slides using a Cytospin cytocentrifuge (Thermo Fisher Scientific) for 3 min at 200*g* and fixed in 4% formaldehyde (Pierce) for 15 min. Cells were permeabilised in 0.1% Triton X-100 and nonspecific staining was prevented by incubation in 3% bovine serum albumin. Antibodies were applied for 1 h at room temperature before washing, anti-HA (H6908; Sigma-Aldrich) at 1:200, anti-EVI1 (2593; Cell Signalling Technology) at 1:200, anti-RUNX1 (C-terminal, sc-28679 H-65; Santa Cruz Biotechnology) at 1:200 or anti-CBFβ (sc-56751; Santa Cruz Biotechnology), and secondary Alexa Fluor 488–conjugated anti-rabbit (Jackson ImmunoResearch) at 1:200. Slides were mounted with ProLong Gold antifade reagent with DAPI (Invitrogen). Slides were visualised using a Zeiss LSM 780 equipped with a Quasar spectral (GaAsP) detection system, using a Plan Achromat 40× 1.2 NA water immersion objective, Lasos 30 mW Diode 405 nm, Lasos 25 mW LGN30001 Argon 488, and Lasos 2 mW HeNe 594 nm laser lines. Images were acquired using Zen black version 2.1. Post-acquisition brightness and contrast adjustment was performed uniformly across the entire image.

### PLA

Cells were prepared, fixed, and blocked as for immunocytochemistry. Primary antibodies (sources as for immunocytochemistry) were applied in pairs—anti-CBFβ at 1:100, with either anti-RUNX1 at 1:20, anti-HA at 1:250 or anti-EVI1 at 1:100 for 1 h at room temperature. Probes, ligation, and amplification solutions (Duolink; Sigma-Aldrich) were then applied at 37°C according to the manufacturer’s instructions, and the slides were mounted in Duolink mounting medium with DAPI (Sigma-Aldrich). The slides were visualised as for immunocytochemistry. Post-acquisition brightness and contrast adjustment was performed uniformly across the entire image.

### RNA-seq analysis

Raw paired-end reads were processed to remove low quality sequences with Trimmomatic v0.38 (Bolger et al, 2014). Processed reads were then aligned to the mouse genome (mm10) using Hisat2 v2.1.0 (Kim et al, 2015) with default parameters. Read counts were calculated using featureCounts v1.5.1 (Liao et al, 2013) with the options -p -s 2. Gene models from refSeq (O’Leary et al, 2015) were used as the reference transcriptome. Only genes that were detected with at least 50 reads in at least one sample were retained for further analysis. Differential gene expression analysis was carried out using the voom method (Law et al, 2014) in the limma package v3.40.6 (Ritchie et al, 2015) in R v3.6.1. A gene was considered to be differentially expressed if it had a fold change of at least two and an adjusted *P*-value less than 0.05.

Clustering of gene expression data was carried out by first calculating pairwise Pearson correlations of the log_2_-transformed fold changes for each pair of samples in R, and these were then hierarchically clustered using complete linkage of the Euclidean distances and plotted as a heat map in R.

### ATAC-seq analysis

Single-end reads from ATAC-seq experiments were processed with Trimmomatic v0.38. Reads were then aligned to the mouse genome (mm10) with Bowtie2 v2.2.3 (Langmead & Salzberg, 2012) using the options --very-sensitive-local. Potential PCR duplicates were removed from the alignments using the MarkDuplicates function in Picard v2.10.5 (http://broadinstitute.github.io/picard). Regions of open chromatin (peaks) were identified using MACS2 v2.1.1 (Zhang et al, 2008) using the options -B --trackline --nomodel. The resulting peaks were then filtered against the mm10 blacklist (Amemiya et al, 2019) to remove potential artefacts from the data. Peaks were then annotated as either promoter-proximal if within 1.5 kb of a transcription start site, and as a distal element otherwise. Promoter-proximal and distal elements were treated separately in all further analysis.

To carry out differential chromatin accessibility analysis, a peak union was first constructed by merging peaks from the −dox and +dox samples that had summits within 400 bp of each other using the merge function in bedtools v2.26.0 (Quinlan & Hall, 2010). A new summit position was then defined for these peaks as the mid-point between the original summits. The average tag-density in a 400-bp window centred on the peak summits was retrieved from the bedGraph files produced by MACS2 during the peak calling step. This was done using the annotatePeaks.pl function in Homer v4.9.1 (Heinz et al, 2010) with the options -size 400 -bedGraph. These were then normalised as counts-per-million (CPM) in R v3.6.1 and further log_2_-transformed as log_2_(CPM + 1). A peak was considered to be differentially accessible if it had at least a twofold difference between −dox and +dox conditions. A de-novo motif analysis was carried out in the sets of gained and lost peaks using the findMotifsGenome.pl function in Homer using the options -size 200 -noknown.

Hierarchical clustering of ATAC-seq data was carried out using the log_2_-transformed normalised tag-counts. Pairwise Pearson correlation values were calculated for each pair of samples and clustered using complete linkage of the Euclidean distances and plotted as a heat map in R.

Tag density plots were constructed by retrieving the tag-density in a 2 kb window centred on the peak summits with the annotatePeaks.pl function in Homer with the options -size 2000 -hist 10 -ghist -bedGraph. These were then plotted as a heat map using Java TreeView v1.1.6 (Saldanha, 2004).

### ChIP-seq analysis

RUNX1-ETO, RUNX1-EVI1, and the RUNX1 ChIP-seq datasets from the RUNX1-ETO– and RUNX1-EVI1–expressing cells (Regha et al, 2015; Kellaway et al, 2020) were downloaded from the Gene Expression Omnibus (GEO) under accession numbers GSE64625 and GSE143460.

Sequencing reads from ChIP-seq experiments were processed, aligned, and de-duplicated as described above for the ATAC-seq data. Peaks from the RUNX1, RUNX1-ETO, RUNX1-EVI1, GATA1, and PU.1 ChIP-seq data were called using MACS2 v2.6.1 with the options --keep-dup all -B --trackline -q 0.01. Peaks from the H3K27ac ChIP-seq data were also called using MACS2, but with addition of the --broad option. Only peaks that were found within open chromatin, as measured by the ATAC-seq data were retained for further analysis. Differential peak analysis was carried out in the same way as the differential chromatin accessibility analysis described above for the ATAC-seq data with a modification for the H3K27ac data for which the window to calculate the tag density was increased to 800 bp to count reads which flank the open chromatin. To identify potential targets for each of the transcription factors measured, we annotated the peaks to their closest gene using the annotatePeaks.pl function in homer v4.9.1. Average profiles were constructed from the ChIP-seq data using deepTools v3.3.2 (Ramírez et al, 2016). To do this, read counts were calculated and normalised as CPM using the bamCoverage function in deepTools, the average profile calculated using the computeMatrix function with the reference-point option, and then plotted in R. Shared sites were calculated using bedtools intersect and plotted using the UpSetR function in R. Tag-density plots were constructed as described above for the ATAC-seq data.

### Motif enrichment analysis

To identify transcription factor binding–motifs that are enriched in a set of peaks relative to another, we calculated a motif enrichment score, S_ij_ for each motif i in each peak set j as:

$$S_{\mathrm{ij}}\;=\;\frac{n_{\mathrm{ij}}/m_{j}}{\sum_{j}n_{\mathrm{ij}}/\sum_{j}m_{j}},$$

where n_ij_ is the number of sites in peak set j that contain the motif i and m_j_ is the total number of sites in peak set j. This was calculated for each TF motif in each of the peak sets being considered and produced a matrix of enrichment scores which were then hierarchically clustered using complete linkage of the Euclidean distance in R and displayed as a heat map. The set of motif probability weight matrices used for this analysis were derived from a de-novo motif search of the gained and lost ATAC-seq peaks using Homer.

Motif density plots were constructed by retrieving the motif density in a 2 kb window centred on the peak summits with the annotatePeaks.pl function in homer with the options -size 2000 -hist 10 -ghist –m, using the Homer known motif database. These were then plotted as a heat map using Java TreeView v1.1.6.

### Lineage priming analysis

To determine if the sets of +dox- and −dox-specific ATAC peaks that we found may also contain a chromatin signature that is normally only associated with a particular cell type, we carried out an analysis designed to measure if the number of cell type–specific sites that are also found in our ATAC-seq data is significantly different from what would be expected by chance.

To do this, we downloaded a set of ATAC-seq data that were generated from a number of mature cells types by (Lara-Astiaso et al, 2014; Heuston et al, 2018). These data were downloaded from the GEO under accession numbers GSE59992 and GSE143270. The cell types considered here were CMPs, B-cells, monocytes, erythroblasts, and megakaryocytes. These ATAC-seq data were aligned and peaks were called and filtered as described above. Only peaks that were found in both replicates for each cell type were retained for further analysis. A peak was then considered to be cell type specific if it was found in only one of the cell types. This was done by comparing the peaks from each cell type to the union of peaks from all other cell types using the intersect function in bedtools with the -v parameter.

To determine if any of these cell type–specific peak sets were either significantly enriched or depleted in our data, we carried out a randomisation-based test for each of our RUNX1 mutant +dox- and −dox-specific peak sets as follows. First, we counted the number of +dox-specific peaks that overlap with the cell type–specific peaks using the intersect function in pybedtools (Dale et al, 2011). We then randomly sampled a set of peaks from the full set of distal sites in that RUNX1 mutant, and counted the number of overlapping peaks between this random set and the cell type–specific peaks. The number of peaks sampled was equal to that of the +dox peaks and could be sampled anywhere from the +dox, −dox, and shared peaks. This procedure was repeated 1,000 times and produced a list of counts measuring the overlap of the random sets with the cell type–specific peaks. These counts were then used to calculate a Z-score using the formula:

$$z\;=\;\frac{x\;-\;\mu }{\sigma },$$

where x is the number of +dox peaks that overlap a cell type–specific peak, μ is the mean of the counts from the re-sampling procedure, and σ is the SD of those counts. A *P*-value measuring the statistical significance of the enrichment could also be derived from this test. This was calculated as the proportion of times the number of overlapping sites from the random peak sets was greater than that of the actual +dox peaks, with a low *P*-value suggesting that the number of cell type specific peaks found in the +dox peaks is greater than what would be expected only by chance. A *P*-value measuring depletion could also be calculated and here is calculated as the proportion of times the number of overlapping sites from the random peak sets was less than that of the actual +dox peaks. In this case, a low *P*-value suggests that the cell type specific peaks are under-represented in the +dox specific peaks. This same test was also applied to each of the −dox-specific peak sets.

## Data Availability

All sequencing data from this publication have been deposited to GEO and assigned the identifier GSE154623.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

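RNA-seq was analysed for 24 libraries, 2 replicates each of HE2 and progenitors with and without dox in the R201Q, R204X and RUNX1-ETO lines. The values are counts of read pairs per gene as deposited, which the authors made by trimming with Trimmomatic, aligning to mm10 with Hisat2 and counting over RefSeq genes with featureCounts for reverse-stranded pairs, with no normalization. All else was computed here from these counts. Libraries held 6890399 to 38506915 counts (median 16309202), with line medians of 17147898.5 in R201Q, 15872448 in R204X and 12672162 in RUNX1-ETO, and 3 counts, the floor used here, were 0.078 to 0.435 CPM.

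Of 35976 genes listed, 13859 with at least 50 counts in at least 1 of the 24 libraries were tested. Each line was fitted by itself with edgeR 4.0.16 in R 4.3.3, with TMM normalization and the quasi-likelihood test, on its 8 libraries with 1 coefficient per group. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg) and a change of at least 2-fold. Standard errors beside edgeR values were derived as the size of the log2 fold change over the square root of the test's F statistic. The test itself gives none, so they are approximate. The comparisons were +dox against −dox at each stage, progenitors against HE2 in each arm, and the interaction of stage and dox. The difference in dox effect between R204X and RUNX1-ETO was tested in a single fit of all 24 libraries, R201Q included. Gene sets were tested with limma's camera (limma 3.58.1) at an inter-gene correlation of 0.01 and against 10000 random lists matched over 20 expression bins. Log2 CPM used a pseudocount of 1. Tables were computed with python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

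The pairing of libraries comes from the replicate numbers in the sample labels. It was checked by the correlation of deviations from the group means between −dox and +dox libraries of the same number, which was 0.359 to 0.645 in R201Q, 0.586 to 0.740 in R204X and 0.838 to 0.850 in RUNX1-ETO. The paper's text names no block, so the reported fit has none and the replicate block is given beside it. Replicates were also checked for copies of the same library, and counts within groups varied more than repeated sequencing would give, with a chi-square per degree of freedom of at least 18.4.

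The fits were tested on simulated data, with 200 genes changed 4-fold in HE2 +dox in 10 draws per line (1 draw for DESeq2). Counts were drawn from the means and dispersions of the replicate-block fit of the real libraries, so a gain from the block was built in. The fit without a block recovered 75.5% of the changed genes in R201Q and 44.3% in R204X, with 0.13% and 0.11% false among the genes called, and made 0 calls in RUNX1-ETO. With the replicate block these were 93.5%, 87.4% and 85.5%, with 3.81%, 6.52% and 7.07% false. With limma-voom and a block on 4 libraries they were 93.6%, 89.1% and 87.9%, with 4.68%, 15.3% and 13.5% false.

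Alternatives were limma-voom, DESeq2 1.42.0, all 24 libraries in one fit, only the 4 libraries compared, the replicate block, other filters and no fold change minimum, another pseudocount of 0.01, linear CPM, all genes and leaving out each library. Others, chosen after seeing the data, combined the block with fewer libraries, GC correction (GC content was known for 94.2% of genes), quality weights or other normalizations. Correlations of fold changes had been planned over the genes called, of which there were 0, with 46 to 432 at an unadjusted p under 0.05 per comparison, so they are given over the 1828 genes of the paper's Table S1 that were tested.

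Genes are named in the text if the paper's text names their expression, if Table S1 lists them for R201Q or as down in R204X, as Runx1t1, and as the 3 largest changes per comparison among genes called with the same direction in both pairs. The last group was empty in the reported fit. The genes taken from the block fit in RUNX1-ETO, and Hprt, were chosen after their values were seen. RUNX1-EVI1 libraries, ChIP-seq and ATAC-seq signal were not analysed here, and lists of genes at changed sites were taken from the paper's supplement. With 2 libraries per group no sample was called an outlier, and splits of the samples into other groups were not counted.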

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

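The tests of Hprt by its rank, by its neighbours, by the construct and by a general response to dox were chosen only after the result was seen. The dox effect differed between R204X and RUNX1-ETO by a direct test in 2 genes in HE2, Hdc and Sept6, named after their values were seen, and in 0 in progenitors, with 459 and 333 genes at an unadjusted p under 0.05. With a replicate block for each line, chosen after seeing the data, it differed in 62 genes in HE2 and 71 in progenitors. The 2 HE2 genes are among the 62. Of the 62 genes, 47 had the higher fold change in RUNX1-ETO and 15 in R204X, 53 had opposite signs in the lines, and the median size of the log2 fold change was 1.26 in RUNX1-ETO and 0.35 in R204X. Of the 71 genes in progenitors, 58 were higher in RUNX1-ETO and 13 in R204X, with median sizes of 1.59 and 0.22, and 57 had opposite signs. Picking genes for a difference between the lines favours opposite signs, and the R204X changes were small. The signs are therefore no evidence of opposite regulation. The lines also differed in the days of embryoid body culture, 3.75 in R204X and 3.5 in RUNX1-ETO, so the mutant cannot be told apart from other differences between the lines. No technical explanation was tested for these differences.

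The dox effect on Cd79b in R201Q had opposite signs in HE2 and progenitors. It was higher +dox in both HE2 pairs, by 0.78 and 0.94 on the log2 scale, and lower in both progenitor pairs, at −0.51 and −0.51. The interaction was −1.38 (unadjusted p = 0.0406 and adjusted p = 1.0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the latter at 1.0 in each alternative after rounding). With the replicate block the interaction was −1.38 (unadjusted p = 0.0125 from the same edgeR test), and it again failed the correction. Leaving out a library gave −1.76 to −1.01 without the block. Cd79b was followed because the paper names it, and was not picked here from the 13859 genes. The paper named it from these same libraries, so its unadjusted p is no independent test. With 13 to 34 counts in each HE2 library and an interaction that fails the correction, the difference may still be chance. No technical explanation was tested.

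Hprt (chromosome X of GRCm38, 52988078 to 53021660), which the paper lists in Table S1 but does not discuss, was higher with dox in 12 of 12 same-numbered pairs of libraries, over all 3 lines and both stages. Its smallest change over the pairs was 0.56 on the log2 scale and the median was 1.26; the next gene by smallest change, Gm34643, had 0.38. In all 12 pairs, 21 genes were up and 12 down, against 3.38 expected by chance in each direction if the pairs are independent. Hprt ranked 1 of all genes by its smallest change, but the gene was picked for that pattern, so this rank cannot decide. When −dox and +dox were swapped within pairs in all 2048 distinct ways, only the 1 real assignment had a gene changed as far in every pair. If the 12 pairs are independent, this goes against chance even with the gene picked from all those tested. Libraries of one replicate number also deviated alike across stages, with a lowest r per line of 0.266 to 0.756. The pairs of the 2 stages may therefore not be independent, and the swaps may overstate the evidence against chance. Of the genes within 1 Mb of Hprt, 0 were higher in all 12 pairs, which goes against a change of the whole region. A GC correction lowered the change of Hprt by up to 0.82 and raised it by up to 0.28 in single pairs, and Hprt was still higher in 12 pairs, which goes against GC content as the whole explanation. The median change was 1.77 in R204X (1.65 to 2.20 over its pairs), 1.26 in RUNX1-ETO (0.75 to 1.56) and 0.73 in R201Q (0.56 to 0.81), so the pairs of R204X lay above those of the other lines, which overlapped each other. In a direct test with the replicate block, R204X differed from the mean of the other lines by 1.07 in HE2 (unadjusted p = 0.0148, adjusted p = 0.295) and by 0.55 in progenitors (unadjusted p = 0.126, adjusted p = 0.944), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes. As neither passed the correction, a general response to dox, which need not be of one size in all lines, is not ruled out. A candidate explanation is therefore the construct or dox itself, and in either case a biological role in the differentiation was not tested. In the A2lox system the inducible cassette is, as general background, inserted next to Hprt; the paper's text does not give its position.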

How the results depend on the processing

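The alternatives in the next paragraphs were set before the data were examined, except those said to be chosen after seeing the data. As no gene was called up or down in any of the 6 dox comparisons of the reported fits, leaving out a library could not remove a called gene and gives no value for these counts. The counts were also 0 in each comparison with limma-voom in one fit per line, with only the 4 libraries compared in the edgeR fit, with at least 50 counts required in every library of the line and with no fold change minimum. For these 4 alternatives this shows little, since a count of 0 cannot fall, and at an unadjusted p under 0.05 the reported fits had 46 to 432 genes per comparison.

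In the other alternatives set beforehand genes were called, and the cause was not tested. Given as genes up and then genes down, DESeq2 called 0 and 1 in R201Q HE2, 3 and 1 in R204X HE2, 58 and 9 in RUNX1-ETO HE2 and 54 and 8 in RUNX1-ETO progenitors. Without the filter on low counts there were 1 and 3 in R201Q HE2, 1 and 7 in R201Q progenitors, 70 and 4 in R204X HE2, 3 and 1 in R204X progenitors, 4 and 0 in RUNX1-ETO HE2 and 9 and 0 in RUNX1-ETO progenitors. Limma-voom with all libraries in one fit called 32 and 1 in RUNX1-ETO HE2 and 39 and 2 in RUNX1-ETO progenitors. edgeR with all 24 libraries in one fit called 20 and 1 in RUNX1-ETO HE2 and 36 and 0 in RUNX1-ETO progenitors. The replicate block gave 119 and 44 in RUNX1-ETO HE2 and 118 and 39 in RUNX1-ETO progenitors. Across these settings, RUNX1-ETO had calls in each one, R201Q and R204X only with DESeq2 and without the filter.

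A further 20 alternatives for these counts were chosen after seeing the data and with the paper's counts in view, and the 5 of them that lack a block and use only the 4 libraries compared called 0 genes. Limma-voom with a replicate block on only the 4 libraries compared gave 2 and 3 in R201Q HE2, 3 and 6 in R201Q progenitors, 168 and 15 in R204X HE2, 366 and 144 in RUNX1-ETO HE2 and 290 and 95 in RUNX1-ETO progenitors, and the same numbers when sample quality weights were added. edgeR with a replicate block on only these 4 libraries, in its current and in its older form, gave 2 and 3 in R201Q HE2, 2 and 6 in R201Q progenitors, 143 and 15 in R204X HE2, 369 and 149 in RUNX1-ETO HE2 and 289 and 90 in RUNX1-ETO progenitors. With a GC correction, the limma-voom fit gave 1 and 3 in R201Q HE2, 1 and 4 in R201Q progenitors, 87 and 7 in R204X HE2, 10 and 3 in R204X progenitors, 374 and 116 in RUNX1-ETO HE2 and 310 and 94 in RUNX1-ETO progenitors. Quantile normalization in its place gave 0 and 2 in R201Q HE2, 1 and 4 in R201Q progenitors, 152 and 17 in R204X HE2, 17 and 4 in R204X progenitors, 325 and 169 in RUNX1-ETO HE2 and 161 and 71 in RUNX1-ETO progenitors. Limma-trend with the block gave 2 and 2 in R201Q HE2, 1 and 3 in R201Q progenitors, 135 and 17 in R204X HE2, 390 and 156 in RUNX1-ETO HE2 and 283 and 91 in RUNX1-ETO progenitors.

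Also chosen after seeing the data, edgeR on the 8 libraries of a line with a block for each stage called 0 and 1 in R201Q HE2, 45 and 3 in R204X HE2, 279 and 123 in RUNX1-ETO HE2 and 378 and 110 in RUNX1-ETO progenitors. The replicate block with a GC correction called 112 and 27 in RUNX1-ETO HE2 and 131 and 40 in RUNX1-ETO progenitors. Limma-voom with the block in one fit per line called 117 and 43 in RUNX1-ETO HE2 and 147 and 74 in RUNX1-ETO progenitors. With all libraries in one fit, limma-voom with a block for each line gave 1 and 0 in R204X progenitors, 210 and 44 in RUNX1-ETO HE2 and 246 and 68 in RUNX1-ETO progenitors, and with quality weights 2 and 0 in R204X progenitors, 279 and 80 in RUNX1-ETO HE2 and 144 and 35 in RUNX1-ETO progenitors. A block for each line and stage gave 0 and 1 in R201Q HE2, 84 and 3 in R204X HE2, 1 and 0 in R204X progenitors, 308 and 99 in RUNX1-ETO HE2 and 420 and 117 in RUNX1-ETO progenitors, and with quality weights 0 and 1 in R201Q HE2, 2 and 2 in R201Q progenitors, 1 and 0 in R204X HE2, 30 and 12 in R204X progenitors, 337 and 117 in RUNX1-ETO HE2 and 279 and 81 in RUNX1-ETO progenitors. Quality weights without a block gave 8 and 0 in RUNX1-ETO HE2. In each setting with a block, RUNX1-ETO had more genes called than R201Q and R204X together, and R204X HE2 went from 0 to 168 genes up depending on the setting.

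The interaction of stage and dox passed for 0 genes in each line in the reported fits. Without the filter on low counts it passed for 3 genes in R201Q and 3 in R204X, with DESeq2 for 1 gene in RUNX1-ETO and with the block and GC correction, chosen after seeing the data, for 1 gene in RUNX1-ETO. Named after their values were seen, these were Rn7s1, ATP6 and LOC101056014 in R201Q, Gm42092, LOC101056014 and Rn7s2 in R204X, Fam198b and Hpgd.

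For the transition, R201Q genes up −dox only numbered 189 in the reported fit, 304 with limma-voom in one fit per line, 296 with limma-voom on all libraries, 57 with at least 50 counts in every library and 405 with no fold change minimum. R201Q genes down −dox only numbered 132, and 249 with limma-voom on all libraries, 211 without the filter, 67 with at least 50 counts in every library and 238 with no fold change minimum. R204X genes up −dox only went from 422 to 218 with at least 50 counts in every library, and genes down −dox only from 297 to 191 with that filter and to 477 with limma-voom and a block on only the 4 libraries compared. RUNX1-ETO genes up −dox only were 28 in the reported fit and 5 with limma-voom per line, 150 with limma-voom on all libraries, 190 with DESeq2, 214 with edgeR on all 24 libraries, 264 with the block, 142 without the filter, 179 with limma-voom and a block on the 4 libraries and 290 with the block and GC correction. Genes down −dox only were 85, and in the same order 24, 218, 289, 319, 464, 193, 403 and 418. The cause of these shifts was not tested. The fits of limma-voom with a block on 4 libraries and of the block with GC correction were chosen after seeing the data.

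The number of genes whose dox effect differed between R204X and RUNX1-ETO was 2 in HE2 and 0 in progenitors, with 459 and 333 at an unadjusted p under 0.05, and rose to 62 and 71 with a replicate block for each line, chosen after seeing the data. The correlation of R204X HE2 with RUNX1-ETO HE2 fold changes was −0.0112 and reversed to 0.0985 over all genes tested, and was −0.151 over the genes called with the replicate block, a set chosen after seeing the data. Near 0, it was also 0.0638 as a Spearman correlation, and that of the progenitors of both lines was 0.0042 over the genes called with the block. The correlation of R204X HE2 with RUNX1-ETO progenitors stayed negative in each setting, from −0.348 to −0.126. The cause was not tested. Leaving out each of the 8 libraries in turn, r went from −0.1046 to 0.0621 for R204X HE2 and RUNX1-ETO HE2, from −0.3558 to −0.0389 for R204X HE2 and RUNX1-ETO progenitors, from 0.0046 to 0.187 for R204X progenitors and RUNX1-ETO HE2 and from −0.1685 to 0.0883 for progenitors of both lines.

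The median replicate R2 went from 0.935 to 0.8469 on linear CPM. Gata1 exceeded the next GATA factor by 2.16 on the log2 scale with RPKM and by 1.0134 with CPM, which leaves out gene length. Leaving out each library gave 2.0177 to 2.4147.

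Among the genes associated with changed sites, the relative median log2 fold change of RUNX1-ETO genes at −dox-specific H3K27ac sites was −0.0519 and weakened to −0.0135 with at least 50 counts in every library. Values near 0 changed sign, with −0.00118 for R201Q genes at −dox-specific ATAC-seq sites with the block, and 0.00634 with limma-voom in one fit per line and 0.00461 with the block for R201Q genes at +dox-specific H3K27ac sites. Leaving out each of the 4 progenitor libraries in turn moved these medians further, and for R201Q the 4 values lay all above the reported −0.0173 at +dox-specific ATAC-seq sites and −3.51e-05 at +dox-specific H3K27ac sites. In R201Q the range was −0.00947 to 0.00189 for +dox-specific ATAC-seq sites, −0.0116 to 0.0269 for −dox-specific ATAC-seq sites, 0.016 to 0.0634 for +dox-specific H3K27ac sites and −0.0369 to 0.0385 for −dox-specific H3K27ac sites. In R204X the range was −0.0214 to 0.0209 for +dox-specific ATAC-seq sites, −0.00949 to 0.0244 for −dox-specific ATAC-seq sites, 0.00866 to 0.0287 for +dox-specific H3K27ac sites and −0.04 to 0.0748 for −dox-specific H3K27ac sites. In RUNX1-ETO the range was 0.0518 to 0.172 for +dox-specific ATAC-seq sites, −0.0357 to 0.0305 for −dox-specific ATAC-seq sites, 0.064 to 0.264 for +dox-specific H3K27ac sites and −0.126 to −0.0297 for −dox-specific H3K27ac sites.

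Of the named genes, the interaction of Hba-a1 in R201Q changed sign around 0, with −0.1567 for limma-voom per line, −0.1806 for limma-voom on all libraries, −0.0769 with the block and −0.0573 with the block and GC correction. The dox effect on Runx1 in R201Q progenitors was −0.0072 without the filter and −0.0005 with the block and GC correction. Of the other values for named genes, 13 passed the threshold and 6 no longer passed it under alternatives set beforehand, and 66 passed it under those chosen after seeing the data. Of the gene list overlaps, 28 and 13 rose from 0 in the same order of alternatives. In a simulation with 200 genes changed 4-fold, the fit without a block called genes in R201Q and R204X at these library numbers and 0 in RUNX1-ETO, where the block recovered 85.5%. These counts were simulated from the block fit, which favours the block.

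Counts of the transition in +dox only or in both arms also changed by more than 1.5 times under some alternatives, of which limma-voom with a block on 4 libraries and the block with GC correction were chosen after seeing the data. R201Q genes up +dox only were 68, and 40 with limma-voom per line, 13 with limma-voom on all libraries, 43 with edgeR on all 24 libraries, 137 with no filter, 19 with at least 50 counts in every library, 171 with no fold change minimum and 110 with limma-voom with a block on 4 libraries. R201Q genes down +dox only were 105, and 33 with limma-voom on all libraries, 69 with edgeR on all 24 libraries, 227 with no filter, 42 with at least 50 counts in every library, 181 with no fold change minimum and 171 with limma-voom with a block on 4 libraries. R201Q genes up in both arms were 859, and 404 with limma-voom on all libraries, 446 with edgeR on all 24 libraries, 333 with at least 50 counts in every library and 1592 with no fold change minimum. R201Q genes down in both arms were 1468, and 813 with at least 50 counts in every library. R204X genes up +dox only were 44, and 72 with limma-voom on all libraries, 107 with DESeq2, 72 with edgeR on all 24 libraries, 125 with the block, 159 with no filter, 19 with at least 50 counts in every library, 90 with limma-voom with a block on 4 libraries and 102 with the block with GC correction. R204X genes down +dox only were 74, and 115 with limma-voom on all libraries, 150 with DESeq2, 183 with the block, 233 with no filter, 43 with at least 50 counts in every library and 165 with the block with GC correction. R204X genes up in both arms were 372, and 728 with DESeq2, 919 with the block, 961 with no filter, 127 with at least 50 counts in every library, 791 with limma-voom with a block on 4 libraries and 922 with the block with GC correction. R204X genes down in both arms were 834, and 1377 with the block, 1474 with no filter, 447 with at least 50 counts in every library, 1305 with limma-voom with a block on 4 libraries and 1413 with the block with GC correction. RUNX1-ETO genes up +dox only were 0, and 23 with limma-voom on all libraries, 32 with DESeq2, 28 with edgeR on all 24 libraries, 129 with the block, 6 with no filter, 186 with limma-voom with a block on 4 libraries and 130 with the block with GC correction. RUNX1-ETO genes down +dox only were 0, and 50 with limma-voom on all libraries, 32 with DESeq2, 25 with edgeR on all 24 libraries, 66 with the block, 9 with no filter, 99 with limma-voom with a block on 4 libraries and 70 with the block with GC correction. RUNX1-ETO genes up in both arms were 0, and 59 with limma-voom on all libraries, 157 with DESeq2, 98 with edgeR on all 24 libraries, 474 with the block, 45 with no filter, 432 with limma-voom with a block on 4 libraries and 485 with the block with GC correction. RUNX1-ETO genes down in both arms were 0, and 238 with limma-voom on all libraries, 264 with DESeq2, 214 with edgeR on all 24 libraries, 533 with the block, 114 with no filter, 507 with limma-voom with a block on 4 libraries and 528 with the block with GC correction. The cause was not tested.

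The genes behind small counts, named after their values were seen, were short or mitochondrial RNAs in many cases. In R201Q HE2 they were Rn7s1 with DESeq2, edgeR with a block for each stage and both fits with a block for each line and stage, ATP6, Bc1, LOC101056014 and Rn7s1 without the filter, and from ATP6, COX3, Bc1, LOC101056014, Rn7s1 and Rn7s2 with a block on 4 libraries. In R201Q progenitors genes up were Gm16486 without the filter, and Gm16486, 4930578C19Rik, ND3 or LOC108168750 with a block, and the small sets of genes down came from ATP6, Bc1, LOC101056014 and Rn7s1. In R204X HE2 they were Gm2423, Gm4944 and Mir703 up and Rn7s2 down with DESeq2, Gm42092, LOC101056014, Rn7s2 and Snora78 down without the filter, LOC101056014, Rn7s2 and Snord22 down with a block for each stage, Fosb, Snora78 and Snord15a down with a block for each line and stage, and Plek up when quality weights were added. In R204X progenitors they were F630028O10Rik, Hist2h3c1 and Spp1 up and Rn7s1 down without the filter, Hprt with a block for each line or each line and stage, Abcd2 as well with quality weights and a block for each line, and Btn1a1, Col8a2, Npy and Rn7s1 down with quantile normalization, of which the GC correction called all but Npy. In RUNX1-ETO they were Ache, Hdc, Slc30a3 and Slfn14 up in HE2 without the filter, Atp2b4 down in HE2 in both fits of all libraries, and Atp2b4 and Siglecf down in progenitors with limma-voom on all libraries.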

Differences from the paper's values

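The settings in this part that use a replicate block on only the 4 libraries compared, a block for each stage, quality weights or a GC correction were chosen after seeing the values, with the paper's counts in view. For R201Q HE2 the paper's list in Table S1 holds 1 gene down, against 0 here, and for R201Q progenitors the paper lists 1 up and 1 down, against 0 and 0. For R204X HE2 the paper lists 140 up and 1 down, against 0 and 0. In RUNX1-ETO HE2 the paper lists 336 up and 118 down, against 0 and 0, and in RUNX1-ETO progenitors 271 up and 89 down, against 0 and 0. At an unadjusted p under 0.05 the fits had 46 genes in R201Q HE2, 88 in R201Q progenitors, 316 in R204X HE2, 432 in RUNX1-ETO HE2 and 408 in RUNX1-ETO progenitors.

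Of the alternatives set before the data were examined, DESeq2 gave 1 gene down in R201Q HE2 and 1 in R204X HE2, the paper's numbers, but these were Rn7s1 and Rn7s2 and not the paper's Adm and Fosb. The fit without a filter on low counts gave 1 gene up in R201Q progenitors, which was the paper's Gm16486. None of these alternatives closed the gap for the 1 gene down in R201Q progenitors, for the 140 genes up in R204X HE2 or for the 4 RUNX1-ETO lists. The nearest of them in RUNX1-ETO, the replicate block, gave 119 up and 44 down in HE2 and 118 up and 39 down in progenitors.

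Chosen after seeing the values, limma-voom with a replicate block on only the 4 libraries compared came within the limits used here for 5 of the paper's lists, with 168 up in R204X HE2, 366 up and 144 down in RUNX1-ETO HE2 and 290 up and 95 down in RUNX1-ETO progenitors. It differed from the paper in R201Q HE2 (2 up and 3 down), R201Q progenitors (3 up and 6 down) and genes down in R204X HE2 (15). Sample quality weights gave the same numbers. edgeR with the block on only these 4 libraries, in its current and its older form, also came within the limits for these 5 lists, with 143 up in R204X HE2, 369 and 149 in RUNX1-ETO HE2 and 289 and 90 in RUNX1-ETO progenitors, and so did limma-trend with the block, with 135, 390, 156, 283 and 91. Quantile normalization with the block did so for 152 up in R204X HE2, 325 up and 169 down in RUNX1-ETO HE2 and 71 down in RUNX1-ETO progenitors, and a GC correction with the block for the 4 RUNX1-ETO lists, with 374, 116, 310 and 94. A block for each stage in edgeR reached the 4 RUNX1-ETO lists with 279, 123, 378 and 110. Limma-voom with the block in one fit per line reached 74 genes down in RUNX1-ETO progenitors.

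Also chosen after seeing the values, the fits of all libraries reached some lists. Limma-voom with a block for each line reached 246 up and 68 down in RUNX1-ETO progenitors, and with quality weights 279 up and 80 down in RUNX1-ETO HE2. With a block for each line and stage it reached 308 up and 99 down in RUNX1-ETO HE2 and 117 down in RUNX1-ETO progenitors, and with quality weights 337 and 117 in HE2 and 279 and 81 in progenitors. For the single genes, 1 gene down in R201Q HE2 also came from edgeR with a block for each stage and from both fits with a block for each line and stage, each time Rn7s1 and not Adm. The 1 gene up in R201Q progenitors also came from the quantile, GC and limma-trend fits with the block, each time Gm16486.

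The overlaps in the paper's pairwise analysis were 0 in the reported fits and differed from the paper's in each case. For genes up in R204X HE2, the paper's overlap with genes down in RUNX1-ETO progenitors is about 19 in Fig 4B, read by eye, that with genes up there about 4, with genes up in RUNX1-ETO HE2 about 15, with genes down there about 10 and with genes up in RUNX1-EVI1 HE2 about 32, against 0 for each here. For the paper's genes down in RUNX1-EVI1 HE2, the overlap in Fig 4B, read by eye, is about 33 with genes up in RUNX1-ETO HE2, about 27 with genes down there, about 38 with genes up in RUNX1-ETO progenitors and about 7 with genes down there. For the paper's genes down in RUNX1-EVI1 progenitors it is about 20, about 4, about 18 and about 4 in the same order. None of the alternatives set before the data were examined closed these gaps. With the replicate block, the overlaps of the RUNX1-EVI1 HE2 list were 15, 9, 18 and 2 (Fgl2, Rap1gap2), and those of the RUNX1-EVI1 progenitor list 6, 2 (Mylk3, Siglecf), 8 and 1 (Siglecf), these genes being named after their values were seen, and for R204X HE2 they were 0. Limma-voom with a block on only the 4 libraries compared, chosen after seeing the values, gave 19, 6, 18, 10 and 33 for R204X HE2, 33, 28, 36 and 7 for the RUNX1-EVI1 HE2 list and 21, 6, 18 and 4 for the RUNX1-EVI1 progenitor list.

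The paper states that Mecom rises in R204X HE2. Here its log2 fold change was −0.07 there, and −0.28 to −0.05 over all settings, and none of the 7 alternatives set beforehand and 20 chosen after seeing the values called it. Mecom is not among the genes up in R204X HE2 in the paper's own Table S1. The paper also gives Plek as up in R204X HE2, which was not called here; the fit without a filter on low counts called it, as did 10 of the 20 settings chosen after seeing the values, those with a block on only the 4 libraries compared or for each stage. The paper calls Gfi1 up in RUNX1-ETO progenitors, which 5 of the 7 alternatives set beforehand called (DESeq2, limma-voom and edgeR on all libraries, the replicate block and no filter), and 14 of the 20 chosen after seeing the values. Spi1, which the paper lists as down in RUNX1-ETO, was called with the replicate block in HE2 and in progenitors, and in 13 and 14 of the 20 added settings. The paper lists Cebpa as down in RUNX1-ETO progenitors, which 0 of the alternatives set beforehand and 7 of the added settings called. Runx1, in the paper's list for R204X HE2, was called without the filter and in 8 of the added settings. Fosb was called in 7 of the added settings, Fabp3 in 4 and Gm16486 in 8, all with a block, and Adm in 0.

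The paper states that Hba-a1 and Mef2c were up-regulated less than they normally would be after R201Q induction. Here the transition of Hba-a1 was 3.82 −dox and 3.86 +dox, and that of Mef2c 1.25 and 1.09, and neither difference passed the interaction test. For Hba-a1 the replicates disagreed, with 3.99 −dox and 4.25 +dox in replicate 1 and 3.59 and 3.00 in replicate 2. Leaving out a library gave an interaction of −1.26 to 0.70 for Hba-a1 and −0.54 to 0.14 for Mef2c. A smaller rise with dox is thus not excluded for either gene.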

Other observations

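The tests of cells further along the transition, of short RNA, of macrophages, of library depth and of replicate differences that vary by stage were chosen only after the result was seen. The fold changes of R204X HE2 followed the −dox transition of the R201Q line, with r = 0.415 across genes and 0.429 with the replicate block. The dox fold changes were related to GC content in both pairs, with Spearman correlations of −0.160 and −0.706, and after a GC correction these were −0.0221 and 0.0039 while r was 0.439, which goes against GC content as the source of the correlation. In the pair without the shallowest library r was 0.579, and in the other pair 0.140, which goes against a single shallow library. Genes that rise in the R201Q transition had medians of 0.77 and 0.06 in the 2 pairs and genes that fall had −0.37 and −0.23, so the higher of the falling medians was −0.23. After the GC correction the medians were 0.75 and 0.16 for rising and −0.37 and −0.08 for falling genes, so GC content carried part of the shift of falling genes in the second pair. A candidate explanation, as a hypothesis from the same data, is that the R204X +dox HE2 cells were further along the transition, though rising genes hardly moved in the second pair. A difference in sorting cannot be told apart from an effect of R204X here.

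The inverse correlation of R204X HE2 and RUNX1-ETO progenitors was −0.263 over the Table S1 genes, and given the R201Q transition the partial correlation was −0.0926. Over all genes it went from −0.126 to 0.03. Both fold changes followed the transition in opposite directions, with r = 0.534 and −0.356 over the Table S1 genes. After the GC correction the correlation was −0.3145, which goes against GC content. The inverse correlation may thus in part follow the stage of the cells, a hypothesis found and tested on the same data. It says nothing about why the stages differ.

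RUNX1-ETO replicates differed more than those of the other lines, with 1460 genes at least 2-fold apart in the same direction in all 4 groups, against 77 in R201Q and 220 in R204X. The share of short RNA was higher in replicate 1 by 1.33 and 1.15 on the log2 scale in RUNX1-ETO HE2 −dox and +dox, but by 0.398 and 0.2687 in progenitors, where the other lines had differences of up to 0.25. As replicates differed as much in progenitors as in HE2, this goes against different recovery of short RNA as the source in all 4 groups, though not against a part in HE2. The largest depth ratio of RUNX1-ETO replicates was 2.42, while other lines reached 3.74, which goes against depth. The median of 14 macrophage markers was higher in replicate 2 by 1.33 to 2.20 on the log2 scale in the 4 RUNX1-ETO groups. In R204X the same difference was −0.51 −dox and −1.44 +dox in HE2, and 0.33 −dox and −0.74 +dox in progenitors. Only R204X HE2 +dox reached the size seen in RUNX1-ETO, with the markers higher in replicate 1. The count of genes apart needs the same direction in all 4 groups, and the R204X marker differences changed sign. The lower count in R204X therefore cannot tell whether such a marker difference goes with many genes apart. The marker list was written before the test, after C1qb, Spp1 and Gpnmb, which are not in it, had been seen high. Of the 1460 genes, 345 were higher in replicate 2 and 1115 in replicate 1, and RNA from macrophages in replicate 2 is, as a hypothesis, a candidate source for genes among the 345. It leaves the 1115 open.

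More genes were called with a replicate block when only the 4 libraries compared were fitted. In simulation, up to 15.3% of the calls of limma-voom with such a block were false, but the block on 8 libraries also gave up to 7.07%, so which calls are false cannot be told. In RUNX1-ETO the simulated calls rose from 183.9 with the block on 8 libraries to 203.3 with limma-voom and the block on 4, while the real calls in HE2 rose from 119 up and 44 down to 366 up and 144 down, so false calls at the simulated rate would not account for the whole rise. A block for each stage on the same 8 libraries gave 939 calls over the 6 comparisons, against 320 with a single block per line, which is consistent with replicate differences that are not the same in HE2 and progenitors.

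Runx1 (chromosome 16, 92601466 to 92826074) changed by a log2 fold change of 1.06 in R204X HE2 (standard error 0.44, adjusted p = 0.967; with the block 1.05, adjusted p = 0.416, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range over the alternatives 3.2e-04 to 1.0), and by 0.06 in R204X progenitors. When each HE2 library was left out, the change of Runx1 in R204X HE2 was 0.36 to 1.54. Runx1 changed by 0.07 in R201Q HE2, 0.02 in R201Q progenitors, −0.03 in RUNX1-ETO HE2 and 0.06 in RUNX1-ETO progenitors. Runx1t1, the mouse counterpart of the ETO part, changed by 0.77 in RUNX1-ETO HE2 and by 1.26 in RUNX1-ETO progenitors, neither of them called in the reported fit. With the block the changes were 0.76 (adjusted p = 0.0955) and 1.25 (adjusted p = 0.0223), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Leaving out a library gave 0.34 to 1.12 in HE2 and 0.59 to 1.89 in progenitors. Whether reads of the constructs enter these counts was not tested.

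The genes with the largest changes in the replicate-block fit of RUNX1-ETO, chosen after their values were seen, were Tal2, Lmo3 and Jakmip2 in HE2 and Cacna2d2, Tmem179 and Slc30a3 in progenitors. Without dox, Tal2 had 0 counts in both HE2 replicates and Cacna2d2 and Tmem179 had 0 in both progenitor replicates, Lmo3 had 3 and 2 and Slc30a3 2 and 1, so no fold change is given for these. Jakmip2 had 8 and 1 counts −dox and 87 and 189 +dox in HE2, so the size of its change is poorly determined in the second replicate. It changed by a log2 fold change of 4.72 without the block and 4.74 with it (adjusted p = 0.791 and 0.0170 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p was 2.7e-05 with DESeq2 and 1.3e-10 with limma-voom and a block on 4 libraries, the latter chosen after seeing the data.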
